# Regulation of microRNA‐221, ‐222, ‐21 and ‐27 in articular cartilage subjected to abnormal compressive forces

**DOI:** 10.1113/JP279810

**Published:** 2020-10-31

**Authors:** Paulina S. Stadnik, Sophie J. Gilbert, Jessica Tarn, Sarah Charlton, Andrew J. Skelton, Matthew J. Barter, Victor C. Duance, David A. Young, Emma J. Blain

**Keywords:** articular cartilage, *CPEB3*, mechanical load, miRNA, *TIMP3*

## Abstract

**Key points:**

- microRNAs (miRs) are small non‐coding molecules that regulate post‐transcriptional target gene expression.
- miRs are involved in regulating cellular activities in response to mechanical loading in all physiological systems, although it is largely unknown whether this response differs with increasing magnitudes of load.
- miR‐221, miR‐222, miR‐21‐5p and miR‐27a‐5p were significantly increased in *ex vivo* cartilage explants subjected to increasing load magnitude and in *in vivo* joint cartilage exposed to abnormal loading.
- *TIMP3* and *CPEB3* are putative miR targets in chondrocytes
- Identification of mechanically regulated miRs that have potential to impact on tissue homeostasis provides a mechanism by which load‐induced tissue behaviour is regulated, in both health and pathology, in all physiological systems.

**Abstract:**

MicroRNAs (miRs) are small non‐coding molecules that regulate post‐transcriptional target gene expression and are involved in mechano‐regulation of cellular activities in all physiological systems. It is unknown whether such epigenetic mechanisms are regulated in response to increasing magnitudes of load. The present study investigated mechano‐regulation of miRs in articular cartilage subjected to ‘physiological’ and ‘non‐physiological’ compressive loads *in vitro* as a model system and validated findings in an *in vivo* model of abnormal joint loading. Bovine full‐depth articular cartilage explants were loaded to 2.5 MPa (physiological) or 7 MPa (non‐physiological) (1 Hz, 15 min) and mechanically‐regulated miRs identified using next generation sequencing and verified using a quantitative PCR. Downstream targets were verified using miR‐specific mimics or inhibitors in conjunction with 3′‐UTR luciferase activity assays. A subset of miRs were mechanically‐regulated in *ex vivo* cartilage explants and *in vivo* joint cartilage. miR‐221, miR‐222, miR‐21‐5p and miR‐27a‐5p were increased and miR‐483 levels decreased with increasing load magnitude. Tissue inhibitor of metalloproteinase 3 (*TIMP3*) and cytoplasmic polyadenylation element binding protein 3 (*CPEB3*) were identified as putative downstream targets. Our data confirm miR‐221 and ‐222 mechano‐regulation and demonstrates novel mechano‐regulation of miR‐21‐5p and miR‐27a‐5p in *ex vivo* and *in vivo* cartilage loading models. *TIMP3* and *CPEB3* are putative miR targets in chondrocytes. Identification of specific miRs that are regulated by increasing load magnitude, as well as their potential to impact on tissue homeostasis, has direct relevance to other mechano‐sensitive physiological systems and provides a mechanism by which load‐induced tissue behaviour is regulated, in both health and pathology.

## Key points

- microRNAs (miRs) are small non‐coding molecules that regulate post‐transcriptional target gene expression.
- miRs are involved in regulating cellular activities in response to mechanical loading in all physiological systems, although it is largely unknown whether this response differs with increasing magnitudes of load.
- miR‐221, miR‐222, miR‐21‐5p and miR‐27a‐5p were significantly increased in *ex vivo* cartilage explants subjected to increasing load magnitude and in *in vivo* joint cartilage exposed to abnormal loading.
- *TIMP3* and *CPEB3* are putative miR targets in chondrocytes
- Identification of mechanically regulated miRs that have potential to impact on tissue homeostasis provides a mechanism by which load‐induced tissue behaviour is regulated, in both health and pathology, in all physiological systems.

## Introduction

Mechanical loading is essential with respect to regulating the functional capabilities of physiological systems including the musculoskeletal, cardiovascular and nervous system; this is achieved, at the cell and tissue level, by adapting to changes in mechanical load and/or metabolic stress applied. One of the major musculoskeletal tissues, articular cartilage, primarily functions to dissipate mechanical forces across the synovial joint surface and facilitates smooth, low‐friction movement. The biomechanical integrity of articular cartilage is reliant on the biochemical composition of the extracellular matrix (ECM) (Gilbert & Blain, 2018), and maintenance of cartilage tissue homeostasis, effected by the chondrocytes, is similarly dependent on mechanical load (Buckwalter *et al*. 2005). Joint articular cartilage is predominantly exposed to dynamic compressive forces, although both tensile strain and shear stresses also result from everyday movement (Lee *et al*. 2005). Application of moderate, physiological mechanical loads is essential for maintaining cartilage homeostasis by promoting anabolic activities such as increased production of ECM molecules, whereas abnormal, non‐physiological joint loading, as characterized by either overload or insufficient load, disrupts the homeostatic balance, favouring catabolism and cartilage degeneration, comprising the hallmark of osteoarthritis (OA) (Felson, 2013).

Mechano‐regulation of cellular activities within physiological systems is known to occur through epigenetic mechanisms (e.g. RNA silencing). Primary contributors to RNA silencing are the microRNAs (miR), which are small (20–2 3bp), non‐coding cytoplasmic RNAs that control the post‐transcriptional regulation of one‐third of all genes and are important in development, homeostasis and degeneration of tissues, including articular cartilage (Goldring & Marcu, 2012). Epigenetic studies have demonstrated that mechanical force has an impact on cellular responses through regulation of miR expression levels in tendon fibroblasts (Mendias *et al*. 2012), smooth muscle cells (Song *et al*. 2012), trabecular meshwork cells (Luna *et al*. 2011) and endothelial cells (Qin *et al*. 2010; Weber *et al*. 2010; Zhou *et al*. 2011). A small number of miRs were also identified as being mechanosensitive in chondrocytes (Dunn *et al*. 2009; Guan *et al*. 2011; Jin *et al*. 2014; Yang *et al*. 2016; Cheleschi *et al*. 2017). However, these studies were performed on isolated cells devoid of a substantial ECM, a feature known to be critical for cell–matrix mechano‐communications (Guilak *et al*. 2006).

Therefore, using articular cartilage as a model system, the present study aimed to identify miRs that respond to ‘physiological’ and ‘non‐physiological’ mechanical loads and to investigate the regulation of their potential downstream target genes.

## Materials and methods

Reagents were from Sigma (Poole, UK) unless otherwise specified; molecular biology reagents and plastic ware were certified RNase and DNase‐free. Culture medium consisted of Dulbecco's modified Eagle's medium/Ham's F12‐glutamax (1:1; Life Technologies, Paisley, UK) supplemented with 100 μg mL^−1^ penicillin, 100 U mL^−1^ streptomycin, 50 μg mL^−1^ ascorbate‐2‐phosphate and 1 × insulin‐transferrin‐selenium ethanolamine (1 × ITS‐X; Life Technologies).

### Preparation of articular cartilage explants and high‐density primary chondrocytes

Full depth articular cartilage explants were removed (5 mm biopsy punch; Selles Medical Limited, Hull, UK) from the metacarpophalangeal joint of <3‐week old bovine calves within 6 h of slaughter (F. Drury & Sons Abattoir, Swindon, UK); ethical approval was not required. Cartilage explants were equilibrated in culture medium for 3 days prior to mechanical load. Primary chondrocytes were isolated from full depth cartilage utilizing the same tissue source as explants, and enzymatic digestion was performed (Al‐Sabah *et al*. 2016). All cultures were maintained in 5% CO_2_ and 20% O_2_ at 37°C. Each experiment utilized tissue from between two and three animals, and repeat experiments utilized tissue from independent animals.

### *In vitro* application of mechanical load to cartilage explants

Cartilage explants were subjected to either a ‘physiological’ (2.5 MPa, 1 Hz) or a ‘non‐physiological’ load (7 MPa, 1 Hz) for 15 min using the ElectroForce 3200 (TA Instruments, New Castle, DE, USA) (Al‐Sabah *et al*. 2016) and gene expression analysed at 2, 6 and 24 h post‐load; unloaded explants served as controls. Explants were immediately snap frozen and remained in liquid nitrogen (<48 h) until RNA extraction. Loading regimes were selected based on articular cartilage literature demonstrating that ≤5 MPa is generally accepted as a ‘physiological’ load (Grodzinsky *et al*. 2000; Fehrenbacher *et al*. 2003), whereas peak loads >5 MPa are considered degradative (i.e. ‘non‐physiological’) (Fehrenbacher *et al*. 2003); the frequency was set at 1 Hz, which has been demonstrated to resemble a human fast walking speed (Bader *et al*. 2011).

### *In vivo* application of mechanical load

Twelve‐week old male C57Bl6 mice (∼25 g; Envigo, Huntington, UK) were randomly assigned to either experimental or control groups and randomly allocated to MB1 cages (960 cm^2^) in groups of five (12:12 h light/dark photocycles, with food and water available *ad libitum*). Animal husbandry and procedures were performed in compliance with the Animals (Scientific Procedures) Act 1986 [Home Office licence P287E87DF] according to Home Office and ARRIVE guidelines (Kilkenny *et al*. 2010). Mice were anaesthetized with isoflurane and custom‐built cups used to hold the right ankle and knee in flexion with a 30^o^ offset prior to the application of a 0.5 N pre‐load (ElectroForce13200; TA Instruments, Elstree, UK). A single 12 N load at a velocity of 1.4 mm s^−1^ was then applied resulting in anterior cruciate ligament (ACL) rupture as described previously (Gilbert *et al*. 2018); mechanical loading was always conducted in the morning. Buprenorphine (0.05 mg kg^−1^) was administered s.c. to mice at the start of the experiment; animals were able to move freely and were monitored for welfare and lameness until termination of the experiment. Mice were culled by cervical dislocation at either day 1 or 7 post‐load and the knee articular cartilage was dissected and processed for histology (toluidine blue staining) as described previously (Gilbert *et al*. 2018) or immediately snap frozen and remained in liquid nitrogen until RNA extraction. These early time points allowed assessment of mechanically regulated miRs in cartilage prior to overt degenerative changes and ECM loss. Nine animals were utilized for quantification of miR levels and the representative histology depicting the loading model phenotype is derived from experiments published in Gilbert *et al*. (2018).

### RNA extraction and reverse transcription for mRNA analysis

Total RNA was extracted from cartilage explants/chondrocytes using 500 μL of Trizol reagent (Invitrogen, Paisley, UK) (Al‐Sabah *et al*. 2016). RNA integrity was assessed (2100 Bioanalyzer and associated RNA 6000 Nano kit; Agilent Technologies, Wokingham, UK) and RNA integrity numbers >8.5 were observed. cDNA (total volume of 20 μL) was synthesized from 300 ng of total RNA using Superscript III reverse transcriptase in conjunction with 0.5 μg of random primers (Promega, Southampton, UK) in accordance with the manufacturer's instructions (Invitrogen).

### RNA extraction and reverse transcription for miR analysis

Total RNA was extracted from cartilage explants/chondrocytes as described above, except 1 mL of Trizol reagent was used. After ethanol precipitation, total RNA was purified using a mirVana miR Isolation Kit (Ambion, Paisley, UK) in accordance with the manufacturer's instructions. RNA integrity numbers of >8.0 were observed. cDNA of mature miRs was generated separately from total RNA (5 ng) using the TaqMan MicroRNA Reverse Transcription Kit (Applied Biosystems, Paisley, UK) involving 50 U of MultiScribe Reverse Transcriptase and stem‐looped reverse transcription primers, specific to individual miRs, from TaqMan MicroRNA Assays (Applied Biosystems, Paisley, UK) in accordance with the manufacturer's instructions.

### miR next generation sequencing and bioinformatic analysis

Mechanically‐regulated articular cartilage miRs were identified using next generation sequencing (NGS) using >3.5 μg of RNA per sample. Procedures were conducted in accordance with the manufacturers’ instructions. Library preparation was conducted on 450 ng of total RNA using the NEB Next Small RNA Library Prep Set for Illumina (Multiplex Compatible: BioLabs, Hitchin, UK) and amplified cDNA was purified using a QIAquick PCR Purification Kit (Qiagen, Crawley, UK). miR libraries were selected by running purified cDNA samples on 8% (v/v) polyacrylamide gels and excising bands located at ∼140 bp (Crowe *et al*. 2016). A Multiplex Compatible kit (NEB Next Small RNA Library Prep Set for Illumina) was used to elute and purify the miRs, and the concentration of miR libraries assessed prior to analysis on a HiSeq Sequencing System (The Genome Analysis Centre, Norwich, UK). miR deep sequencing data (raw FASTQ files) were run through FastQC and Cutadapt (Martin 2011), and trimmed FASTQ files were aligned against known *bos taurus* miR sequences from miRBase (http://www.mirbase.org). Quantification was determined by counting aligned reads against a reference, using a combination of RSamTools and ShortRead (Li *et al*. 2009) bioconductor packages. Differential expression was assessed using DESeq2 (Love *et al*. 2014). Global experimental variance was analysed using principal component analysis to assess for outlier samples and statistical significance from differential expression tests was determined by retaining miRs that had an adjusted *P* < 0.05.

### Manipulation of miR expression levels in high‐density chondrocyte cultures

Primary bovine chondrocytes were seeded onto six‐well culture plates (VWR, Lutterworth, UK) at a density of 4 × 10^6^ cells per well in antibiotic‐free culture media and incubated at 37°C for 24 h prior to transfection. Chondrocytes were transfected for 48 h with 50 nm mirVana miR inhibitors (Applied Biosystems) or 50 nm miScript miR mimics (Qiagen) using DharmaFECT1 lipid reagent (Dharmacon, Cambridge, UK) in accordance with the manufacturer's instructions; mirVana miR Inhibitor Negative Control #1 (Applied Biosystems) and AllStars negative control small interfering RNA (siRNA) (Qiagen) were utilized as transfection controls (50 nm).

### Quantification of miRNA and mRNA transcripts

Quantification of mRNA or miR in experimental samples was performed using a MxPro3000 QPCR system (Agilent Technologies, Stockport, UK) and measured using either reference gene primers (MWG‐Biotech AG, Ebersberg, Germany) or bovine‐specific TaqMan probes (Applied Biosystems, Paisley, UK) in conjunction with either Brilliant III Ultra‐Fast SYBR Green QPCR Master Mix (Agilent Genomics, Berkshire, UK) or TaqMan Fast Advanced Master Mix (Applied Biosystems, Paisley, UK). Reference gene primers (200 nM final concentration (Al‐Sabah *et al*. 2016)) including SDHA, YWHAZ, HPRT, 18 s and β‐actin were validated as per MIQE guidelines (Bustin *et al*. 2009). Cycling conditions were: 95°C‐3 min (1 cycle), 95°C‐15 s followed by 60°C‐30 s (40 cycles) with an additional dissociation cycle of 95°C‐1min, 60°C‐30 s followed by 95°C‐30 s (1 cycle) to confirm primer specificity with SYBR Green detection. Relative quantification was calculated using the 2^−ΔΔ^CT method (Livak & Schmittgen, 2001), with unloaded controls as a reference group to quantify relative changes in transcript expression. Fold change was normalized to the geometric mean of 2–3 reference genes whose expression was identified as stable under the experimental condition using RefFinder software (https://www.heartcure.com.au/for-researchers/).

### Luciferase activity assays

The 3′‐UTR of mRNAs, containing the predicted binding site of target miRs, were cloned into pmirGLO dual‐luciferase miRNA target expression vector (Promega, Southampton, UK) by In‐Fusion (Takara Bio Europe, Saint‐Germain‐en‐Laye, France) and construct sequences verified (for primer sequences, see Table 1). SW1353 chondrosarcoma cells (∼20 000 cells cm^–2^) were co‐transfected with 50 nm miRNA mimics with the reporter plasmids (500 ng mL^−1^) (Barter *et al*. 2015); transfection of 50 nm AllStars negative control siRNA with the reporter plasmids was used as control. Following a 24 h transfection, cells were lysed and luciferase levels were determined using a Promega GloMax luminometer and the Dual‐Luciferase reporter assay system (Promega).

**Table 1:** Sequences of primers used to clone the 3′‐UTR of mRNAs containing the predicted binding site of target miRs

Target	5′‐ to 3′ Oligo sequence	Annealing temperature (°C)
*TIMP3* UTR	F 5′‐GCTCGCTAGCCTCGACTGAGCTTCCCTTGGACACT‐3′ R 5′‐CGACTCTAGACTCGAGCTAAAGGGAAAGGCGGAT‐3′	60
*CPEB3* UTR	F 5′‐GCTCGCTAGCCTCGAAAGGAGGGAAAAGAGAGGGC‐3′ R 5′‐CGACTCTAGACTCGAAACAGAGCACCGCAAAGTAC‐3′	60

### Statistical analysis

Quantitative PCR (qPCR) data are presented as the mean ± 95% confidence intervals (CIs) after normalization to identified reference genes for explants (*SDHA* and *YWHAZ*), transfected cells (*HPRT* and *YWHAZ*) or *in vivo* model (*U6*, *18s* and *β‐actin*) and further normalized to untreated controls. Experiments were performed on explants (*n* = 6), transfected cells (*n* = 3) and *in vivo* studies (*n* = 9), with three independent repeats for explant and cell studies. Data were assessed for normality and differences in variances and transformed where required. One‐way ANOVA and Fisher's *post hoc* test were performed to determine significance of mechanical load or manipulation of miR expression levels on gene expression, respectively; the results were considered statistically significant at *P* < 0.05 (Minitab, version 17; Minitab, LLC, State College, PA, USA).

## Results

### Identification and validation of mechanically‐regulated miRs in cartilage explants

NGS was performed on cartilage explants subjected to a 2.5 or 7 MPa load (1 Hz, 15 min) to identify mechano‐sensitive miRs (Table 2); unloaded explants served as controls. 

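Small RNA was sequenced from 22 explant samples, with 1 library each, after the explants had been cultured for 3 days and then loaded. At 2 h post-load there were 3 unloaded libraries, 3 libraries at 2.5 MPa and 1 library at 7 MPa. At 6 h there were 3 unloaded libraries, 2 at 2.5 MPa and 2 at 7 MPa, and at 24 h there were 2 unloaded libraries, 3 at 2.5 MPa and 3 at 7 MPa. Libraries were made from 450 ng of RNA. The authors trimmed the reads, aligned them to the bovine miR sequences of miRBase and counted the reads on each miR. For each library, the deposited values cover 793 miRs and are counts divided by a size factor of that library, hereafter normalized reads. The size factors are those of DESeq2's median-of-ratios method within the libraries of a time point, with a largest relative difference of 6.2e-10, and multiplying by them gave back whole reads for 100% of the values. The recovered reads ranged from 2217691 to 6558485 per library at 2 h (median 3932446), from 3877951 to 11716850 at 6 h (median 7050701) and from 4696882 to 9751447 at 24 h (median 7649567.5). Differences between loads were tested with limma on the log2 of normalized reads plus 1, with all 22 libraries in a single model of 9 groups. The test covered the 345 miRs with at least 10 normalized reads in at least 2 libraries. A miR was called regulated at a Benjamini-Hochberg adjusted p under 0.05 within the comparison. The single 7 MPa library at 2 h allows fold changes but no test. Sample titles carry a replicate number that the loads of a time point share. Deviations from the group means correlated at a mean r of 0.255 between libraries of the same number and -0.123 between libraries of different numbers at a time point. Deviations within a group cancel out, so the negative mean largely follows from the positive one. Because same-numbered libraries correlated, results with the replicate number as a block are given beside those without it. All libraries of 24 h and replicates 3 and 4 of 2 h were sequenced on lane 1, and all libraries of 6 h and replicate 8 of 2 h on lane 2. Loads were therefore compared within a lane at 6 and 24 h, whereas a difference between 6 h and 24 h cannot be told apart from a difference between lanes. No replicate number is shared between time points, so a difference between time points is also one between replicates. The files name no genome build, so miRs are identified by name without coordinates.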

NGS analysis was conducted at 2, 6 or 24 h post‐load to investigate temporal differences in miR expression. 

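At 2 h post-load, limma called 1 miR between 2.5 MPa and unloaded explants, with or without the replicate block. This was miR-27a-5p, with 1309 ± 154 normalized reads (SD, n = 3) at 2.5 MPa and 198 ± 14.8 (SD, n = 3) in unloaded explants, a log2 fold change of 2.71 (SE 0.22, adjusted p = 3.70e-08). The replicate block gave an SE of 0.21 and an adjusted p of 2.36e-07. Its level was higher at 2.5 MPa in 3 of 3 replicates. An unadjusted p under 0.05 was reached by 11 miRs, and by 31 with the block, where 17.25 would be reached by chance. miR-2898 fell from 7357 ± 805 to 3741 ± 338 normalized reads (SD, n = 3 each), a log2 fold change of -0.97 with an adjusted p of 0.452 (0.124 with the block). The count moved most, to 2 miRs with miR-2898 as the second, in 3 alternatives: limma on only the libraries of the time point, and DESeq2 with moderated fold changes on these libraries with and without the block, both DESeq2 alternatives chosen after the values were seen.

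The single 7 MPa library at 2 h had 2670 normalized reads of miR-27a-5p, a log2 fold change of 3.75 over unloaded explants. This is 2377 of 3932446 reads, a share of 0.0605% with a 95% Wilson interval from 0.0581 to 0.0629%. In the same library, log2 fold changes over unloaded explants were 1.97 for miR-148b, 1.48 for miR-98, 0.94 for miR-23b-3p and 0.71 for miR-23a. They were -1.77 for miR-2898, -1.48 for miR-2478 and -0.60 for miR-1260b. miR-23a and miR-23b-3p have near-identical sequences, and counting could have split reads between them. The same applies to miR-148b and its relative miR-148a.

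At 6 h, no miR was called in any of the 3 comparisons. An unadjusted p under 0.05 was reached by 8 miRs for 2.5 MPa against unloaded, 11 for 7 MPa against unloaded and 8 for 7 MPa against 2.5 MPa, and with the replicate block by 10, 30 and 20. In that model, 2 miRs were called between 7 MPa and unloaded explants. The first was miR-677, with 101 ± 39.1 normalized reads (SD, n = 2) at 7 MPa and 30.9 ± 15.6 (SD, n = 3) in unloaded explants. Its log2 fold change was 1.77 (SE 0.57, adjusted p = 0.669 from limma) without the block and 2.08 (SE 0.37, adjusted p = 0.0135) with it. The second, miR-1247-3p, was singled out after its values were seen and had a mean of 11.6 normalized reads at 7 MPa and 0.617 in unloaded explants.

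At 24 h, limma called no miR between 2.5 MPa and unloaded explants, where 9 reached an unadjusted p under 0.05 (10 with the replicate block). It called 4 between 7 MPa and unloaded explants, miR-222, miR-27a-5p, miR-221 and miR-543, all higher at 7 MPa. Between 7 and 2.5 MPa it called 3, miR-222, miR-27a-5p and miR-221, again all higher at 7 MPa. An unadjusted p under 0.05 was reached by 24 and 15 miRs in these comparisons, and by 31 and 26 with the block. Called with the block were 5 and 3, the added miR being miR-21-5p. With single libraries left out from groups of 3, the counts stayed from 3 to 4 and from 2 to 3. Adjusted over the 17 miRs of Table 2 at 24 h alone, which were chosen from these data, 11 and 6 miRs were called, and 1, miR-222, between 2.5 MPa and unloaded explants.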

A small number of annotated miRs were significantly regulated by load at 2 h (8 miRs) (Table 2) and 6 h (5 miRs) (Table 2), with 17 miRs detected at 24 h post‐load (Table 2). 

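The miRs called at 24 h between 7 MPa and unloaded explants were compared between the loads. Relative to unloaded, the 2.5 MPa load gave log2 fold changes of 1.08 for miR-222, 0.60 for miR-27a-5p, 0.58 for miR-221 and 0.87 for miR-543. None was called (adjusted p = 0.955 for miR-222 from limma, 0.121 with the replicate block). The direct comparison of 7 with 2.5 MPa separated the loads for miR-222, miR-27a-5p and miR-221 but not for miR-543, whose log2 difference between the loads was 0.89 (SE 0.31, adjusted p = 0.571; with the block, 0.105). At 6 h, miR-27a-5p had log2 fold changes over unloaded of 0.84 at 2.5 MPa and 0.86 at 7 MPa, neither called (adjusted p = 0.999 and 0.409 from limma; with the block, 0.814 and 0.423), and a log2 difference between them of 0.022 (SE 0.27, adjusted p = 0.987 from limma; with the block, 0.061 and 0.984). At 2 h, the 7 MPa library exceeded the mean of the 2.5 MPa libraries by 1.03 on the log2 scale for miR-27a-5p, 2.16 for miR-148b and 1.40 for miR-98, without a test.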

A greater number of miRs were only regulated by the non‐physiological 7 MPa load (Table 2). Given the number of significant changes at 24 h post‐load (Table 2), the top five most significantly up‐regulated (i.e. miR‐222, ‐27a‐5p, ‐221, ‐543 and ‐21‐5p) and the two most significantly down‐regulated (i.e. miR‐451 and ‐483) were validated for this time point using TaqMan qPCR on individual RNA samples (Fig. 1). 

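Ranked by limma's unadjusted p for 7 MPa against unloaded explants at 24 h, miR-222, miR-27a-5p, miR-221, miR-543 and miR-21-5p held ranks 1 to 5 among 345 miRs, all of them higher at 7 MPa. miR-451 held rank 7 and was the first among the miRs that were lower, whereas miR-483 held rank 52 and was number 25 among the lower miRs. In the comparison of 7 with 2.5 MPa, miR-483 held rank 18 and was number 8 among the lower miRs. The other 10 miRs of Table 2 at 24 h comprised 9 that were higher at 7 MPa than in unloaded explants, with log2 fold changes from 0.48 (miR-100) to a 4.74-fold change of miR-431, and miR-425-5p, which was lower at -0.48 on the log2 scale. None of the 10 was called, with adjusted p values from 0.358 to 0.814, and 6 of them had an unadjusted p under 0.05. miR-20a belongs to a family of closely related sequences between which counting could have split reads.

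**Figure D1:**
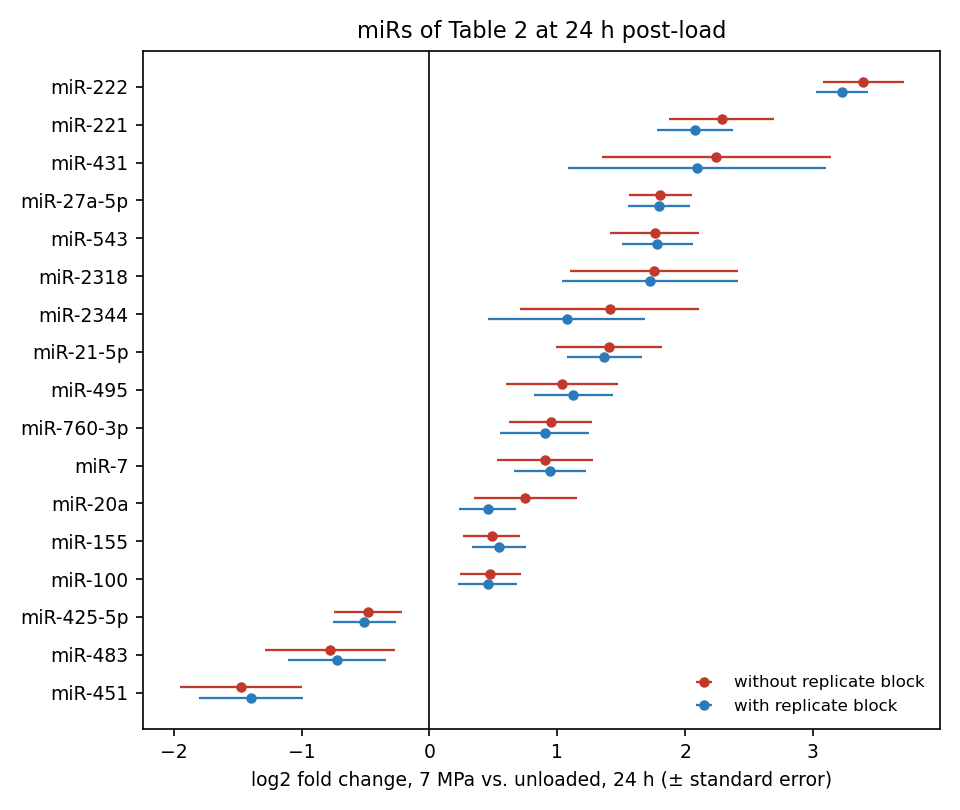
Log2 fold changes of the 17 miRs of Table 2 at 24 h, 7 MPa (n = 3) against unloaded explants (n = 2). Points are limma estimates and bars their standard errors, without (red) and with (blue) the replicate block; miR-222 is highest at 3.39 and miR-451 lowest at -1.47 without it.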

Relative to unloaded, a 7 MPa load increased expression of miR‐21‐5p (two‐fold; *P* = 0.034) (Fig. 1 *A*), miR‐27‐5p (2.56‐fold; *P* = 0.001) (Fig. 1 *B*), miR‐221 (3.85‐fold; *P* < 0.001) (Fig. 1 *C*) and miR‐222 (3.78‐fold; *P* < 0.001) (Fig. 1 *D*), and decreased miR‐483 expression (two‐fold; *P* = 0.047) (Fig. 1 *F*). A loading magnitude‐dependent regulation of miRs was observed between explants subjected to a 7 MPa *vs*. 2.5 MPa load: miR‐27‐5p (2.4‐fold, *P* < 0.001) (Fig. 1 *B*), miR‐221 (2.55‐fold, *P* = 0.011) (Fig. 1 *C*) and miR‐222 (2.83‐fold, *P* = 0.002) (Fig. 1 *D*). 

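In the miR-seq data at 24 h, miR-451 had 27.2 ± 5.35 normalized reads (SD, n = 3) at 7 MPa, 57.1 ± 30.3 (SD, n = 3) at 2.5 MPa and 88.5 ± 63.3 (SD, n = 2) in unloaded explants. These values rest on 20 to 40 reads per library at 7 MPa and 38 to 139 in unloaded explants. The log2 fold change of 7 MPa over unloaded was -1.47 (SE 0.48, adjusted p = 0.304 from limma) and, with the replicate block, -1.40 (SE 0.41, adjusted p = 0.145). The difference was thus not past the threshold in either model, although miR-451 was lower at 7 MPa in 2 of 2 replicates that hold both groups. It was called in 3 of 16 alternatives, all of them DESeq2 with moderated fold changes, and its adjusted p ranged from 0.019 to 0.438 over the 16. With single libraries left out, the log2 fold change of miR-451 over unloaded ranged from -2.27 to -0.68. Across the libraries miR-451 rose and fell with miR-486, both abundant in red blood cells (Pearson's r = 0.698 and Spearman's rho = 0.657 over 22 libraries after subtraction of the time point means, permutation p = 2.20e-04 and 0.00112, adjusted p = 2.80e-04 and 0.00112 over 3 relations). Without the 2 libraries farthest from the median of miR-451, r was 0.641, and within lanes 1 and 2 it was 0.77 and 0.744. Spearman's rho was 0.72 in lane 1 and 0.527 in lane 2, where it was not past the threshold (permutation p = 0.158, adjusted p = 0.219). After subtraction of the means of each load and time point, which also removes differences between loads, r was 0.477 and rho 0.451 over 21 libraries (permutation p = 0.041 and 0.0534, adjusted p = 0.0489 and 0.08). miR-543 had 1422 ± 387 normalized reads (SD, n = 3) at 7 MPa, 753 ± 108 (SD, n = 3) at 2.5 MPa and 428 ± 177 (SD, n = 2) in unloaded explants. The log2 fold change of miR-543 at 7 MPa over unloaded was 1.76 (SE 0.35, adjusted p = 0.00564 from limma) and, with the block, 1.78 (SE 0.28, adjusted p = 8.78e-04). With single libraries left out it ranged from 1.33 to 2.19, with adjusted p values from 0.0105 to 0.0537 in the fits that kept at least 2 libraries per group. Its gene lies in a cluster of 58 miR genes on chromosome 21 in the RefSeq annotation, of which the tested miRs other than miR-543, miR-495 and miR-431 had a median log2 fold change of 0.17 in the same comparison and 0.10 between 2.5 MPa and unloaded explants.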

Although miR‐seq indicated that a 7 MPa load down‐regulated miR‐451 levels (2.1‐fold, *P* = 0.002) (Table 2) and up‐regulated miR‐543 levels (2.62‐fold, *P* < 0.001; *P* = 0.005) (Table 2) relative to unloaded cartilage, this was not verified using qPCR (Fig. 1 *E* and *G*).

**Table 2:** Mean fold‐change and statistical significance of mechanically‐regulated miRs in articular chondrocytes subjected to loads of 2.5 or 7 MPa (1 Hz, 15 min), to represent a physiological or non‐physiological load respectively, and analysed 2, 6 and 24 h post‐cessation of load (unloaded explants served as controls)

	UL *vs*. 2.5MPa		UL *vs*. 7MPa		2.5 *vs*. 7MPa	
	*FC*	*P*adj	*FC*	*P*adj	*FC*	*P*adj
Analysed 2 h post‐cessation of load						
miR‐27a‐5p	4.420	2.79 × 10^–22^	7.092	3.08 × 10^–40^		
miR‐2898	0.588	0.008	0.408	3.16 × 10^–10^		
miR‐2478			0.566	0.001		
miR‐98			1.698	0.001		
miR‐23b‐3p			1.539	0.004		
miR‐1260b			0.647	0.025		
miR‐23a			1.464	0.034		
miR‐148b			1.644	0.039		
Analysed 6 h post‐cessation of load						
miR‐486	0.521	0.002				
miR‐677			2.149	5.50 × 10^–5^	1.933	0.001
miR‐222			1.568	0.008		
miR‐2889					2.393	1.54 × 10^–6^
miR‐1249					0.562	0.013
Analysed 24 h post‐cessation of load						
miR‐222	1.814	0.003	7.409	8.81 × 10^–51^	4.085	4.00 × 10^–25^
miR‐27a‐5p			3.019	1.14 × 10^–16^	2.027	5.84 × 10^–7^
miR‐221			3.393	1.63 × 10^–13^	2.593	3.58 × 10^–8^
miR‐543			2.619	1.30 × 10^–9^	1.725	0.005
miR‐21‐5p			2.267	6.67 × 10^–6^	1.719	0.013
miR‐495			1.775	1.45 × 10^–4^		
miR‐451			0.481	0.002		
miR‐425‐5p			0.626	0.010	0.672	0.037
miR‐20a			1.603	0.012		
miR‐7			1.699	0.017		
miR‐760‐3p			1.715	0.017		
miR‐2318			1.8518	0.022		
miR‐2344			1.829	0.030		
miR‐431			1.817	0.030		
miR‐155			1.472	0.042		
miR‐100			1.429	0.048		
miR‐483					0.599	0.025

Data are representative of three independent experiments (*n* = 6 explants per individual experiment).

**Figure 1:**
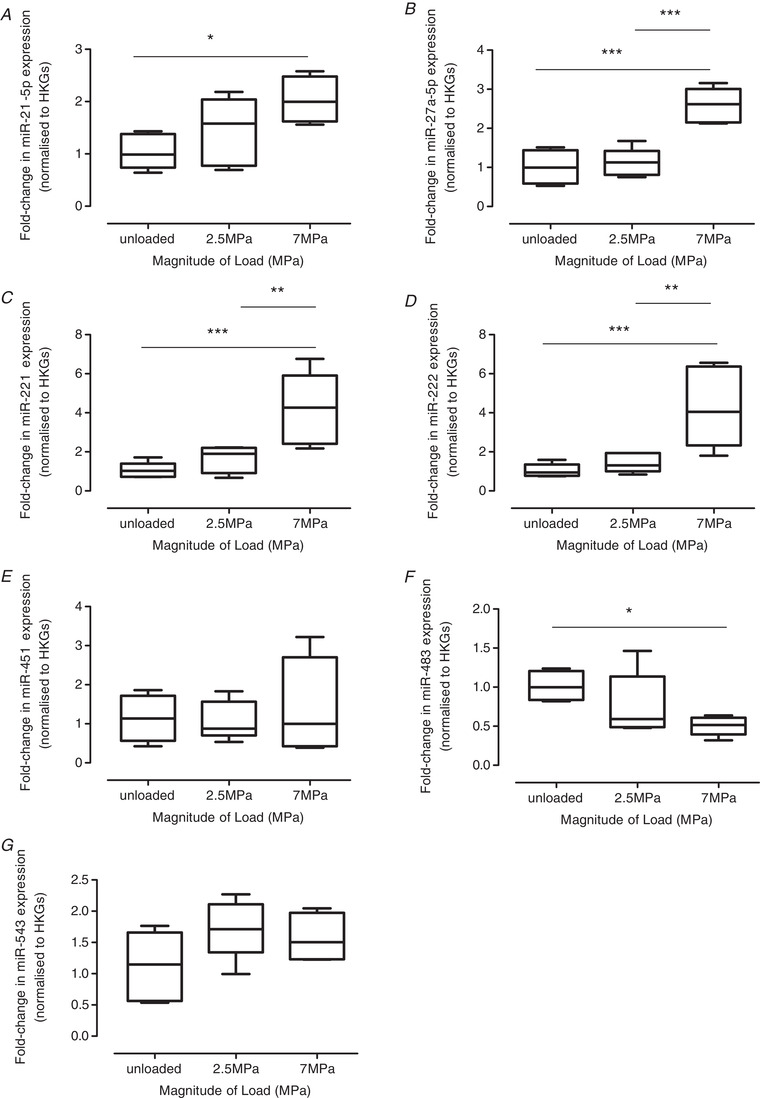
Validation of mechanically‐regulated miRs in cartilage explants using qPCR qPCR validation of mechanically‐regulated miRs, identified by NGS, in cartilage explants subjected to loads of 2.5 or 7 MPa (1 Hz, 15 min) and analysed 24 h post‐cessation of load for (*A*) miR‐21‐5p, (*B*) miR‐27a‐5p, (*C*) miR‐221, (*D*) miR‐222, (*E*) miR‐451, (*F*) miR‐483 and (*G*) miR‐453; unloaded explants served as controls. miR levels were normalized to the geometric mean of two reference genes (*SDHA*, *YWHAZ*) and further normalized relative to the unloaded control cDNAs. Data are presented as box plots depicting the mean ± 95% CI (*n* = 6 explants) and are representative of three independent experiments. Statistical analysis was performed using one‐way ANOVA with Tukey's *post hoc* test.

### *In vivo* validation of miR‐21‐5p, miR‐27‐5p, miR‐221 and miR‐222 mechano‐regulation

The physiological relevance of identified mechanically‐regulated miRs was determined in a murine *in vivo* model of post‐traumatic OA, in which ACL rupture induces mechanical instability, by applying an abnormal load to the knee joint (Gilbert *et al*. 2018). Synovial infiltration occurs rapidly followed by extensive joint degeneration as characterized by articular cartilage loss and bone remodelling by day 21 (Fig. 2 *A*) (Gilbert *et al*. 2018). However, at the earlier stages analysed in the present study, the articular cartilage is intact. Of the original miRs identified (Table 1), four that were successfully validated by qPCR (miR‐221, ‐222, ‐21‐5p and ‐27‐5p) (Fig. 1) were subsequently analysed *in vivo*. No significant effects were detected after 1 day of destabilization; however, after 7 days of mechanical instability, miR‐221 (2.20‐fold, *P* < 0.001) (Fig. 2 *B*), miR‐222 (1.56‐fold, *P* = 0.070) (Fig. 2 *C*), miR21‐5p (4.75‐fold, *P* = 0.002) (Fig. 2 *D*) and miR‐27‐5p (4.21‐fold, *P* = 0.003) (Fig. 2 *E*) were up‐regulated compared to naïve mice (control). Furthermore, miR‐221 (2.05‐fold, *P* = 0.003) (Fig. 2 *B*), miR‐222 (1.90‐fold, *P* = 0.030) (Fig. 2 *C*), miR21‐5p (7.99‐fold, *P* = 0.001) (Fig. 2 *D*) and miR‐27‐5p (3.19‐fold, *P* = 0.013) (Fig. 2 *E*) were all significantly up‐regulated compared to mice after 1 day of joint instability.

**Figure 2:**
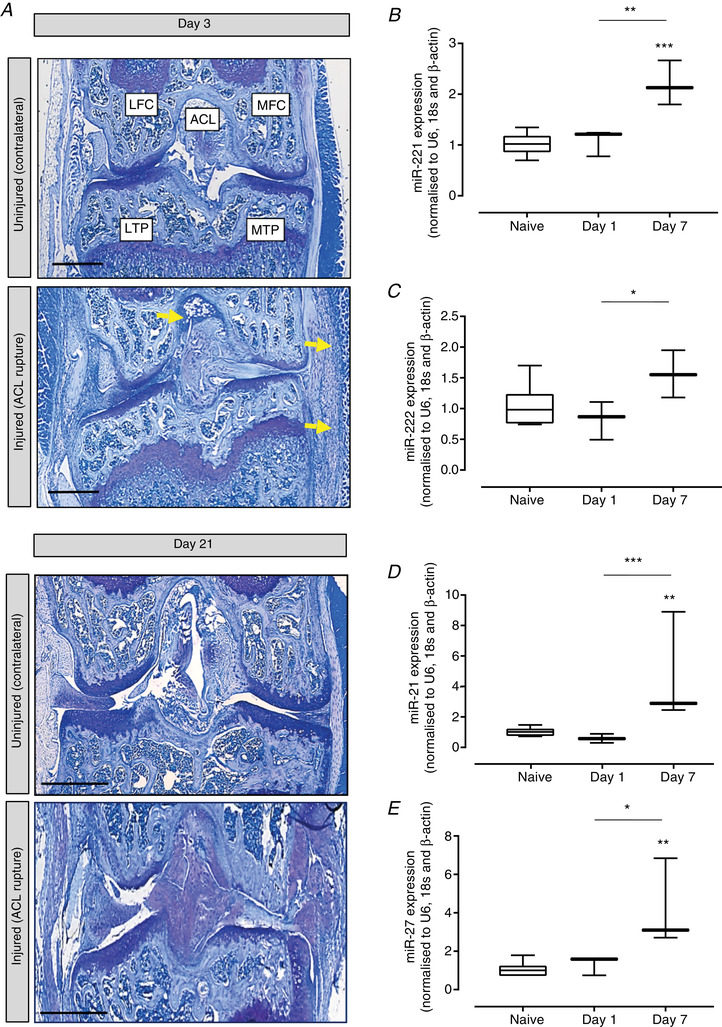
Validation of mechanically regulated miRNAs in a murine *in vivo* model of load‐induced joint degeneration *A*, toluidine blue staining of a representative mouse knee joint at days 3 and 21 after ACL rupture to induce joint instability/joint degeneration. MTP, medial tibial plateau; MFC, medial femoral condyle; LTP, tibial plateau; LFC, lateral femoral condyle; ACL, anterior cruciate ligament. Yellow indicates inflammatory cell infiltrate. Validation of differential expression of (*B*) miR‐221, (*C*) miR‐222, (*D*) miR‐21‐5p and (*E*) miR‐27‐5p in articular cartilage after normalization to the geometric mean of the reference genes *U6*, *β‐actin* and *18s* and further normalization to the uninjured knee cartilage. Data are presented as box plots depicting the mean ± 95% CI (*n* = 3 animals per experimental time point). Statistical analysis was performed using one‐way ANOVA with Tukey's *post hoc* test. [Color figure can be viewed at wileyonlinelibrary.com]

### miR target gene validation

Potential miR target genes identified by NGS were determined using Targetscan (http://www.targetscan.org) in conjunction with an assessment of their relevance to mechanical load or cartilage homeostasis as determined using the literature; putative target genes were examined by manipulation of expression levels using specific miR mimics or inhibitors (Fig. 3). Three putative miR‐21‐5p targets were selected: cytoplasmic polyadenylation element binding protein 3 (*CPEB3*), matrix metalloproteinase 13 (*MMP13*) and tissue inhibitor of metalloproteinase 3 (*TIMP3*). miR‐221 and miR‐222 seed sites are identical; hence, the selected putative target genes included: *CPEB3*, leukaemia inhibitory factor receptor (*LIFR*) and *TIMP3*. miR‐27a target gene validation was not performed because a consistent reduction in miR‐27a expression was not achieved using specific antagomirs. qPCR analysis confirmed that mimic‐induced elevations in miR‐221 levels resulted in a significant reduction in *TIMP3* (*P* = 0.006) (Fig. 3 *A*). Conversely, inhibition of miR‐221 expression correlated with a significant increase in *TIMP3* transcription (*P* = 0.003) (Fig. 3 *B*). Similarly, a mimic‐induced increase in miR‐222 levels led to a significant reduction in *TIMP3* (*P* = 0.006) (Fig. 3 *C*). Conversely, inhibition of miR‐222 expression correlated with a significant increase in *TIMP3* (*P* = 0.025) (Fig. 3 *D*). No other putative target genes were robustly regulated by miR‐221 or 222. Mimic‐induced miR‐21 levels resulted in a significant reduction in *TIMP3* (*P* = 0.006) (Fig. 3 *E*) and *CPEB3* transcription (*P* = 0.015) (Fig. 3 *G*). Conversely, inhibition of miR‐21 expression correlated with a significant increase in *TIMP3* (*P* = 0.010) (Fig. 3 *F*) and no significant effect on *CPEB3* (*P* = 0.068) (Fig. 3 *H*). *MMP13* expression was not consistently regulated by miR‐21 (data not shown).

**Figure 3:**
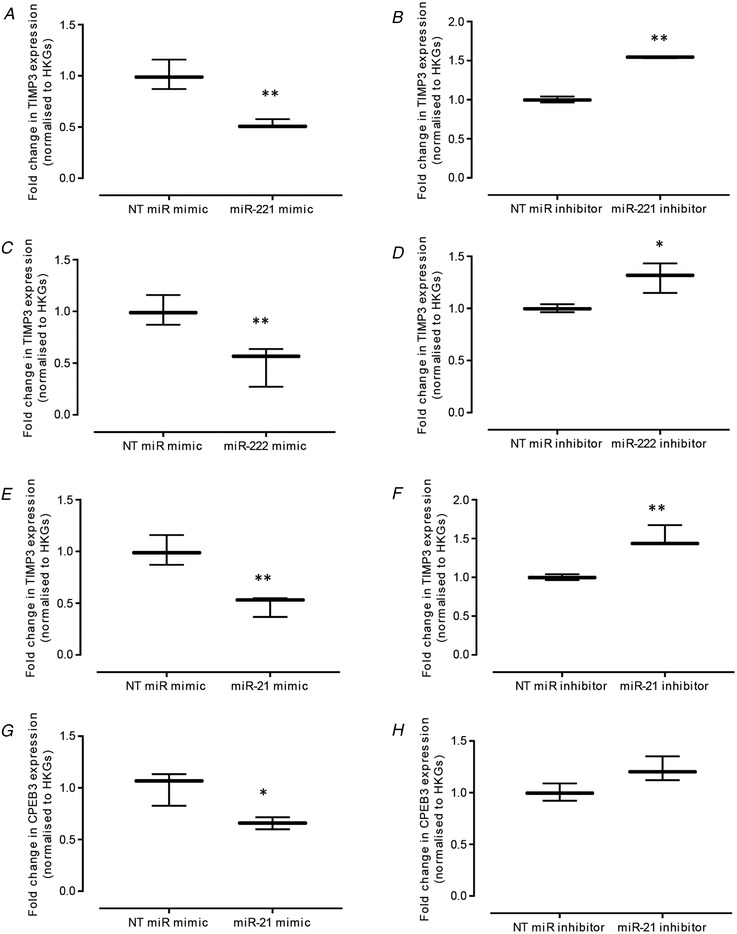
Validation of *TIMP3* and *CPEB3*, putative target genes of miR‐221, miR‐222 or miR‐21, using TaqMan qPCR Primary bovine chondrocytes were treated with either 50 nm miR mimic, 50 nm inhibitor or negative control siRNAs for each respective miR for 48 h, prior to analysis of the effect of overexpression and knockdown of miR‐221 on *TIMP3* transcription (*A* and *B*), miR‐222 on *TIMP3* transcription (*C* and *D*), and miR‐21 on *TIMP3* (*E* and *F*) and *CPEB3* (*G* and *H*) transcript levels after normalization to the geometric mean of the reference genes *HPRT* and *YWHAZ* and further normalization to respective negative control siRNAs. Data are presented as the mean ± 95% CI (*n* = 3 wells) and are representative of three independent experiments. Statistical analysis was performed using one‐way ANOVA with Tukey's *post hoc* test.

Activation of the 3′‐UTR of target mRNAs containing the predicted seed sites was investigated (Fig. 4). Addition of miR‐21 mimic significantly suppressed luciferase activity regulated by *TIMP3* (*P* = 0.053) (Fig. 4 *A*) and Cpeb3 3′‐UTRs (*P* = 0.010) (Fig. 4 *B*). Furthermore, miR‐222 mimic also significantly inhibited *CPEB3* 3′‐UTR regulated luciferase activity (*P* = 0.010) (Fig. 4 *B*). Surprisingly, and in contrast to qPCR validation, miR‐222 overexpression significantly increased luciferase activity regulated by *TIMP3* 3′‐UTR (*P* = 0.030) (Fig. 4 *A*). Although this contradicts the miR‐222 mimic data demonstrating a significant *TIMP3* reduction (Fig. 3 *C*), it does substantiate the load‐induced *TIMP3* observed in the *in vitro* loading model where *TIMP3* transcription was elevated in response to 7 MPa load (4.8‐fold, *P* < 0.001) (Fig. 4 *C*).

**Figure 4:**
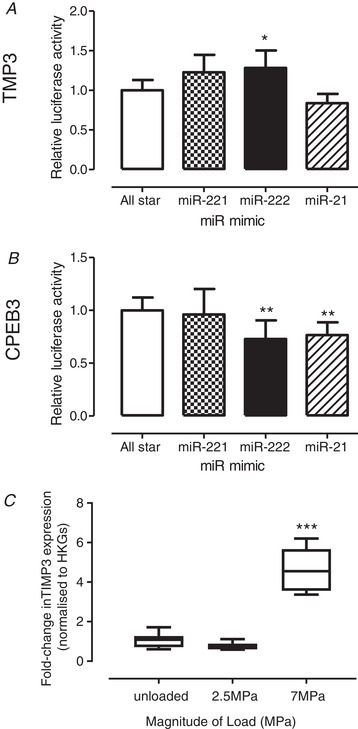
Verification of 3′‐UTR activation of target mRNAs containing the predicted miR seed sites using a luciferase promoter assay SW1353 chondrosarcoma cells were co‐transfected with reporter plasmids containing either (*A*) *TIMP3* or (*B*) *CPEB3* 3′‐UTRs and 50 nm miR‐221, miR‐222 or miR‐21‐5p mimics, or the negative control siRNA, for 24 h and luciferase levels were determined. Data are presented as the mean ± 95% CI (*n* = 3 wells) and are representative of three independent experiments. *C*, *TIMP3 m*RNA levels, as assessed using qPCR, in cartilage explants subjected to loads of 2.5 or 7 MPa (1 Hz, 15 min) and analysed 24 h post‐cessation of load; unloaded explants served as controls. mRNA levels were normalized to the geometric mean of two reference genes (*SDHA*, *YWHAZ*) and further normalized relative to the unloaded control cDNAs. Data are presented as box plots depicting the mean ± 95% CI (*n* = 6 explants) and are representative of three independent experiments. Statistical analysis was performed using one‐way ANOVA with Tukey's *post hoc* test.

## Discussion

Physiological forces are critical for maintaining tissue homeostasis, and the involvement of epigenetic mechanisms such as mechano‐regulation of miR expression occurs in many tissues, including articular cartilage (Dunn *et al*. 2009; Guan *et al*. 2011; Jin *et al*. 2014; Yang *et al*. 2015; Cheleschi *et al*. 2017). However, our understanding of miR involvement in response to different magnitudes of mechanical forces and, specifically, its impact on controlling mechanically induced tissue homeostasis is still in its infancy. The present study investigated the mechano‐regulation of miRs in articular cartilage tissue explants subjected to ‘physiological’ and ‘non‐physiological’ loads *in vitro* and validated regulated miRs in a murine *in vivo* model of abnormal joint loading. In addition, the study identified downstream miR targets to provide insight on mechanisms of mechanically mediated cartilage homeostasis. Importantly, the seed regions of the miRs of interest analysed in the present study are evolutionarily conserved across bovine, mouse and human species, indicating their potential physiological relevance.

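Whether the effect of load differed between time points was tested with the interaction contrasts of the limma model. For 7 MPa against unloaded, 24 h against 6 h, 1 miR was called and 13 had an unadjusted p under 0.05. It was miR-222, whose log2 fold change was 2.88 larger at 24 h (SE 0.45, adjusted p = 0.00101; 2.62 and 3.77e-05 with the replicate block). For miR-221 the difference was 2.42 (SE 0.58, adjusted p = 0.0848 from limma; 2.27 and 0.0115 with the block). For miR-27a-5p it was 0.95 with an adjusted p of 0.859, and for miR-21-5p it was 1.05 with an adjusted p of 0.993. The block called 3 miRs in all, the last being miR-677, whose effect was smaller at 24 h by -2.54 (adjusted p = 0.0193). For 2.5 MPa against unloaded, no miR differed between 24 h and 6 h, where 4 had an unadjusted p under 0.05. Between 24 h and 2 h, 1 miR differed and 8 had an unadjusted p under 0.05. It was miR-27a-5p, whose response to 2.5 MPa was smaller at 24 h by -2.11 (SE 0.33, adjusted p = 0.00122; -2.12 and 0.00202 with the block). All libraries of 6 h were on another lane than those of 24 h, so lane and time point cannot be told apart there. No replicate number is shared between time points, so replicate and time point cannot be told apart in any of these contrasts. For 7 MPa at 2 h, which has a single library, no difference from 24 h was tested.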

Analysis of the miR‐seq data illustrated that (i) a miR‐mediated response to a 15 min loading episode was most noticeable at 24 h post‐load and (ii) differentially regulated miRs were largely responsive to non‐physiological compressive loads; the small number of miRs that were significantly regulated in response to physiological load probably reflects the loading regimen period. The miRs that were identified and validated to be most robustly altered by non‐physiological load compared to unloaded controls and to physiological load were miR‐221 and miR‐222. This confirms the mechano‐sensitive nature of miR‐221 and miR‐222, previously shown in cardiomyocytes after cardiac overload (El‐Armouche *et al*. 

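At 24 h, miR-222 had 8371 ± 2151 normalized reads (SD, n = 3) at 7 MPa, 1663 ± 267 (SD, n = 3) at 2.5 MPa and 787 ± 155 (SD, n = 2) in unloaded explants. The log2 fold change of miR-222 was 3.39 for 7 MPa over unloaded (SE 0.32, adjusted p = 3.70e-07 from limma), and the replicate block gave a 9.37-fold change (log2 SE 0.20, adjusted p = 1.36e-08). For 7 over 2.5 MPa the log2 fold change was 2.31 (SE 0.28, adjusted p = 3.08e-05 from limma, and with the block SE 0.17 and adjusted p = 1.74e-07). With single libraries left out, the log2 fold change over unloaded stayed between 3.19 and 3.60 and that over 2.5 MPa between 2.11 and 2.44. miR-221, whose gene neighbours that of miR-222 on chromosome X in the RefSeq annotation, had 7052 ± 3960 normalized reads (SD, n = 3) at 7 MPa, 2005 ± 482 (SD, n = 3) at 2.5 MPa and 1392 ± 657 (SD, n = 2) in unloaded explants. The log2 fold change of miR-221 over unloaded was 2.29 (SE 0.41, adjusted p = 0.00230 from limma), and 2.08 (SE 0.30, adjusted p = 3.99e-04) with the block. Over 2.5 MPa it was 1.70 (SE 0.37, adjusted p = 0.0190; with the block, SE 0.25 and 9.47e-04). This second difference was called in 12 of 16 alternatives, and with single libraries left out its adjusted p reached 0.257. Both miRs were higher at 7 than at 2.5 MPa in 3 of 3 replicates. At 6 h, the log2 fold changes of 7 MPa over unloaded were 0.51 for miR-222 and -0.13 for miR-221, neither called (adjusted p = 0.958 each from limma; with the block, 0.423 and 0.836). In its sequencing and its qPCR, the paper reports both miRs as regulated by the 7 MPa load against unloaded controls and the 2.5 MPa load. It concludes that they are mechano-sensitive, cites earlier studies, and also measured both by qPCR in its mouse model.

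**Figure D2:**
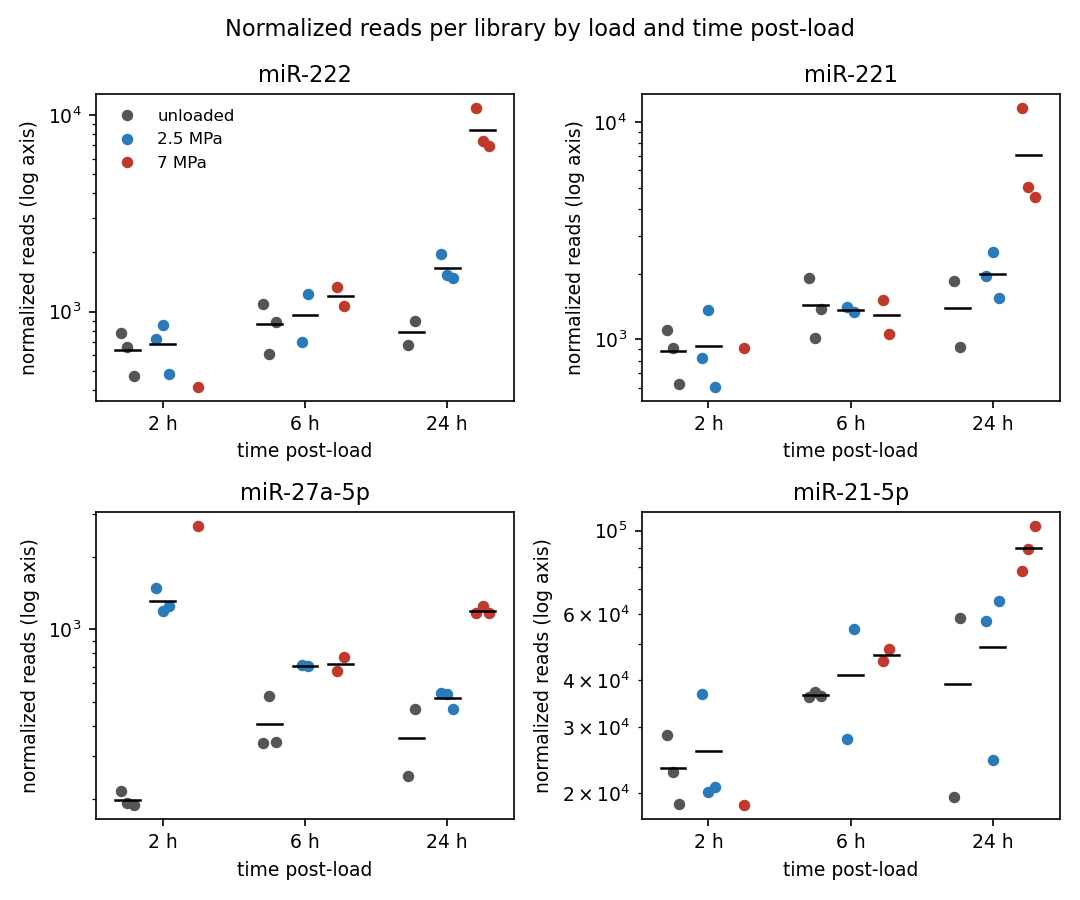
Normalized reads of miR-222, miR-221, miR-27a-5p and miR-21-5p in each library (points, log axis) by load and time post-load, with the group mean (black line) where a group has more than 1 library. The 7 MPa libraries of 24 h average 8371 for miR-222 and 7052 for miR-221, against 787 and 1392 in unloaded explants.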

2010), as well as in tendon fibroblasts (Mendias *et al*. 2012), engineered cartilage constructs in response to a catabolic loading regimen (Hecht *et al*. 2019) and anterior weight‐bearing cartilage relative to the posterior non‐weight bearing tissue in bovine stifle joints (Dunn *et al*. 2009).

Chondrogenic markers *COL2A1* and *SOX9 *have been identified as putative gene targets for miR‐221 and miR‐222 (conserved seed site) that may influence cartilage homeostasis (Lolli *et al*. 2014); furthermore, miR‐221 silencing strongly enhanced *in vivo* cartilage repair (Lolli *et al*. 2016). miR‐221 inhibition also enhanced expression of chondrocyte‐like phenotypic markers in intervertebral disc cells (Penolazzi *et al*. 2018). Therefore, miR‐221 and miR‐222 induction, observed in the cartilage explants in response to non‐physiological load (Al Sabah A., Duance V. C., Blain E. J., unpublished observations), suggests an attempt to remodel the cartilage tissue to confer a more appropriate biomechanical response.

Analysis of downstream target genes identified robust regulation of *TIMP3* only. However, although *TIMP3* was clearly regulated via overexpression/inhibition studies in primary chondrocytes, this did not reflect observations in the SW1353 chondrosarcoma cell line for 3′‐UTR activity using the luciferase assay or recapitulate events in tissue demonstrating that other, as yet unidentified, targets are regulated by miR‐221 and miR‐222 to elicit effects. These conflicting findings may be explained by the different experimental systems used in the present study, thus potentially masking the effects of other regulatory contributors with respect to the influence of miR‐221 and miR‐222 on Timp3 expression. Another possibility that might explain the simultaneous elevation of both the tested miRs and *TIMP3* is a regulatory loop , such that elevated *TIMP3* expression induces higher expression of these miRs to reduce Timp3 transcript levels in cells over time. Analysis at time points beyond 24 h post‐load would provide insight as to whether potential regulatory loops exist.

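In explants at 24 h, miR-21-5p had 90026 ± 12370 normalized reads (SD, n = 3) at 7 MPa, 48912 ± 21470 (SD, n = 3) at 2.5 MPa and 38991 ± 27550 (SD, n = 2) in unloaded explants. The 2 unloaded libraries had 19510 and 58472. Its log2 fold change was 1.41 for 7 MPa over unloaded (SE 0.41, adjusted p = 0.200 from limma) and 0.99 for 7 over 2.5 MPa (SE 0.37, adjusted p = 0.573). With the replicate block, the log2 fold change over unloaded was 1.37 (SE 0.29, adjusted p = 0.0186) and past the threshold, whereas the difference from 2.5 MPa had an adjusted p of 0.0849. The level was higher at 7 MPa than at 2.5 MPa in 3 of 3 replicates. With single libraries left out, the fold change over unloaded ranged from 0.61 to 2.20 on the log2 scale. miR-27a-5p was 2.30-fold higher at 7 than at 2.5 MPa at 24 h (log2 SE 0.22, adjusted p = 0.00452 from limma; with the block, SE 0.21 and 0.00308), and was higher in 3 of 3 replicates. It was called in 15 of 16 alternatives, with a highest adjusted p of 0.0689. At 2.5 MPa it had 519 ± 41.1 normalized reads (SD, n = 3).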

Two other miRs robustly regulated by a magnitude‐dependent load in our *in vitro* and *in vivo* loading models were miR‐21‐5p and miR‐27a‐5p. To the best of our knowledge, this is the first report of the mechano‐regulation of these miRs in articular cartilage. However, miR‐21 mechano‐regulation occurs in other cell types; tensile strain induced miR‐21 expression in human aortic smooth muscle cells (Song *et al*. 2012), and both laminar (Weber *et al*. 2010) and oscillatory shear stress (Zhou *et al*. 2011) elevated miR‐21 levels in human umbilical vein endothelial cells. By contrast, pulsatile shear stress inhibited miR‐21 expression in these endothelial cells (Zhou *et al*. 2011), revealing the mechano‐sensitive nature of these molecules. In the present study, both *TIMP3* and *CPEB3* were identified as downstream targets of miR‐21‐5p; however, as noted previously, *TIMP3* is not negatively correlated with miR‐21‐5p levels in our model systems. Furthermore, *CPEB3* levels were not significantly regulated in the present study, indicating that, although these genes are direct targets of miR‐21‐5p in primary chondrocytes, they are not directly regulated in our models. As a result of the complexities of such signalling mechanisms in the tissue, further experiments are clearly required to determine the interplay of these miRs and their mechanistic activities in cartilage homeostasis, which both remain beyond the scope of the present study.

miR‐27a‐5p was robustly regulated by mechanical load both *in vitro* and *in vivo*. 

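In explants at 24 h, miR-27a-5p had 1194 ± 47.5 normalized reads (SD, n = 3) at 7 MPa and 358 ± 156 (SD, n = 2) without load, a log2 fold change of 1.81 (SE 0.25, adjusted p = 8.44e-05 from limma). With the replicate block it was 1.80 (SE 0.24, adjusted p = 2.72e-04), and with single libraries left out it ranged from 1.35 to 2.27. At 6 h, miR-27a-5p had 722 ± 71.1 normalized reads (SD, n = 2) at 7 MPa, 709 ± 1.85 (SD, n = 2) at 2.5 MPa and 405 ± 110 (SD, n = 3) without load, and neither load was called (adjusted p = 0.409 and 0.999; with the block, 0.423 and 0.814, from limma). Averaged over the 3 time points, the log2 difference between 7 MPa and unloaded libraries was 2.14 (exact two-sided permutation of the loads within time points, p = 0.0025, the smallest that 400 relabellings allow, adjusted p = 0.01 over 8 tests). Without the 2 h time point, which has a single 7 MPa library, it was 1.33. The same exact permutation then gave p = 0.01, the smallest that 100 relabellings allow (adjusted p = 0.02 over 8 tests). These relabellings did not keep libraries of the same replicate number together. The other arm of the same hairpin, miR-27a-3p, had a log2 fold change of 0.18 at 24 h between 7 MPa and unloaded explants (adjusted p = 0.984 from limma). The reads of miR-27a-5p made up 0.918 to 1.94% of both arms in unloaded libraries and 7.68 to 9.41% at 2.5 MPa at 2 h. At 6 h they made up 2.825 to 3.595% at 2.5 MPa and 2.85 to 3.51% at 7 MPa. At 24 h they made up 3.52 to 4.31% at 7 MPa and 1.63, 1.736 and 1.875% at 2.5 MPa. The 2.5 MPa values of 24 h lay within the unloaded range pooled over the time points. The unloaded libraries of 24 h had 0.918 and 1.723%, so the 2.5 MPa libraries with 1.736 and 1.875% lay above both. The closely related miR-27b changed by 0.048 on the log2 scale at 24 h, and by -0.057 to 0.15 with single libraries left out.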

Mechano‐regulation of miR‐27a in articular cartilage is a novel finding and corroborates studies demonstrating up‐regulation of both miR‐27a and miR‐27b in endothelial cells subjected to laminar flow (Urbich *et al*. 2012) and endothelial cells exposed to cyclic tensile strain (Wang *et al*. 2017). Downstream targets of miR‐27‐5p, which are known to be regulated in *in situ* cartilage explants in response to non‐physiological load Al‐Sabah *et al*. (unpublished data), include WNT signalling molecules such as DKK2 (Tao *et al*. 2015; Wu *et al*. 2019) and sFRP1 (Wu *et al*. 2019). Future studies will explore the relationship between mechano‐sensitive miR‐27‐5p and downstream regulation of WNT signalling components in cartilage homeostasis.

A reduction in miR‐483 levels was observed in response to non‐physiological load and is the first report of its mechano‐sensitivity in articular cartilage. 

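At 24 h, miR-483 had 97.5 ± 24.2 normalized reads (SD, n = 3) at 7 MPa, 191 ± 97.7 (SD, n = 3) at 2.5 MPa and 182 ± 112 (SD, n = 2) in unloaded explants. Its log2 fold change was -0.87 for 7 over 2.5 MPa (SE 0.45, adjusted p = 0.960 from limma) and -0.78 for 7 MPa over unloaded (SE 0.51, adjusted p = 0.936). With the replicate block, the SE were 0.33 and 0.38 and the adjusted p 0.344 and 0.571. It was lower at 7 MPa than at 2.5 MPa in 2 of 3 replicates and lower than in unloaded explants in 2 of 2. These differences lie within the spread between replicates and were called under none of the 16 alternatives. At 6 h, the log2 fold change of 7 MPa over unloaded was -0.80 (adjusted p = 0.958 from limma; with the block, 0.517), and at 2 h it was -1.28 in the single library. With single libraries left out, the log2 fold change of 7 MPa over unloaded ranged from -1.44 to -0.11 at 24 h. At 6 h it ranged from -1.55 to -0.053. Averaged over the 3 time points, the log2 difference was -0.95 (exact two-sided permutation within time points, p = 0.0175, adjusted p = 0.035 over 8 tests). Without the 2 h time point it was -0.79 and the exact p was 0.11. With TMM-scaled log2 values, which the design had first named, the permutation over the 3 time points gave an adjusted p of 0.05. This is not under the threshold.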

Its potential role in cartilage homeostasis is not well defined, with conflicting evidence suggesting anabolic (Yang *et al*. 2015) and catabolic outcomes (Xu *et al*. 2017; Wang *et al*. 2019); hence, its observed reduction in response to abnormal load may reflect an attempt at tissue remodelling.

A limitation of the present study is use of immature articular cartilage removed from underlying subchondral bone, which could influence mechano‐biological outcomes. However, to mitigate this limitation, we validated identified miRs in an *in vivo* model of abnormal joint loading to confirm their mechano‐regulation; interestingly, many of the miRs regulated by load in our *in vitro* and *in vivo* models have also been reported to be differentially expressed in OA (Tardif *et al*. 2009; Zhang *et al*. 2014; Song *et al*. 2015; Wang *et al*. 2019), lending weight to their relevance in cartilage homeostasis.

In conclusion, the loading magnitude‐dependent regulation of specific miRs identified in the present study, as well as their potential to impact on tissue homeostasis, has direct relevance to other physiological systems that are mechano‐sensitive. Furthermore, it provides a pivotal mechanism by which load‐induced tissue behaviours are regulated, in both health and pathology, and is critical to understand with respect to successful tissue engineering strategies in physiological systems.

## Additional information

### Competing interests

The authors declare that they have no competing interests.

### Author contributions

PS, VCD, DAY and EJB were responsible for study conception and design. PS, SJG, SC, JT, AJS and EJB were responsible for data acquisition and statistical analysis. PS, SJG, SC, MJB, VCD, DAY and EJB were responsible for data analysis and interpretation. EJB was responsible for manuscript preparation. PS, SJG, SC, JT, AJS, MJB, VCD, DAY and EJB were responsible for critical revision of the draft. All authors approved the final article submitted for publication and take full responsibility for integrity of the study.

### Funding

The sponsors had no role in the study design, collection, analysis and interpretation of data; in the writing of the article; nor in the decision to submit the article for publication.

## Supporting information

Statistical Summary Document
Click here for additional data file.

## Data Availability

The data that support the findings of this study are being made openly available in GEO (GSE158571).

# Supplementary material for: Regulation of microRNA‐221, ‐222, ‐21 and ‐27 in articular cartilage subjected to abnormal compressive forces
**Source:** J Physiol. 2020 Oct 31;599(1):143–55. doi: 10.1113/JP279810
**Supplement:** Supplementary file 1 — Statistical Summary Document

| 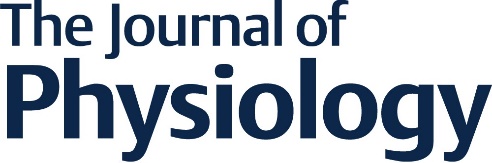   \|  \| \| --- \| |  |  |  |  |  | |  | |  |  | |  | |  | |  | |
| --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- |
|  |  |  |  |  |  | |  | |  |  | |  | |  | |  | |
|  |  |  |  |  |  | |  | |  |  | |  | |  | |  | |
|  |  |  |  |  |  | |  | |  |  | |  | |  | |  | |
| **Statistical Summary Document** | | |  |  |  | |  | |  |  | |  | |  | |  | |
|  |  |  |  |  |  | |  | |  |  | |  | |  | |  | |
| **Manuscript Title:** | **Regulation of microRNA-221, -222, -21 and -27 in articular cartilage subjected to abnormal compressive forces.** | | | | | | | | |  |  | |  | |  | |  |
| **Authors:** | **Stadnik PS, Gilbert SJ, Tarn J, Charlton S, Skelton AJ, Barter MJ, Duance VC, Young DA, Blain EJ** | | | | |  | |  | |  |  | |  | |  | |  |
| **Animal model used, if applicable:** | **Non-surgical rupture of anterior cruciate ligament** | | |  |  | |  | |  |  | |  | |  | |  | |
| **Underlying hypothesis:** | **This study tests the hypothesis that mechano-regulation of miRNAs are differentially expressed in articular cartilage subjected to either a physiological or non-physiological compressive force** | | | | | | | | | | | | | | | |  |
| **Definitions of ‘n’:** | [Define ‘n’. If definitions differ, please indicate which definition applies to which experimental question number.] | | | | | | |  | |  |  | |  | |  | |  |
|  | **Question 1** | **n = number of individual explants from multiple animals** | | |  | |  | |  |  | |  | |  | |  | |
|  | **Question 2** | **n = number of animals (undergone non-surgical rupture of anterior cruciate ligament)** | | | | | |  | |  |  | |  | |  | |  |
|  | **Question 3 & 4** | **n = number of wells containing transfected cells** | |  |  | |  | |  |  | |  | |  | |  | |
|  |  |  |  |  |  | |  | |  |  | |  | |  | |  | |
|  |  |  |  |  |  | |  | |  |  | |  | |  | |  | |

| **Statistical summary table:** |  |  |  |  |  |  |  |  |  |  |  |  |
| --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- |
|  |  |  |  |  |  |  |  |  |  |  |  |  |
|  |  |  |  |  |  |  |  |  |  |  |  |  |
| **Experimental question number** | **Finding/ conclusion** | **Experimental location/variable** | **Mean value** | **Standard Deviation** | **n** | **P** | **Units** | **Data comparisons** | **Statistical test** | **Any other variable** | **Figure/table in which data are presented** | **Comments** |
| **Multiple comparisons for the same question are shown in different rows** |  | **e.g. cortex vs cerebellum or genotype** | **(or other summary statistic)** | **(SD)** | **(value)** | **If P is considered significant against a stated confidence limit, authors may indicate this in bold** |  | **e.g. WT vs KO** |  | **e.g. subjects’ age or sex** |  | **e.g. observation** |
|  |  | Differential miR expression | > 1.5-fold | - |  | <0.05 |  | Unloaded vs 2.5MPa, unloaded vs 7MPa, 2.5MPa vs 7MPa |  |  | Table 2 |  |
| 1. Validation of identified mechanically regulated miRNAs *in vitro* | A number of miRNAs were verified as being differentially expressed 24hours post-cessation of physiological or non-physiological load in *in vitro* loading model | miR-21-5p | 2.00-fold | 0.446 | n = 6, N = 3 independent repeats | 0.034 | arbitrary expression (normalised to housekeeping genes) | unloaded vs 7MPa | One-way analysis of variance (ANOVA) and Fisher’s *post-hoc* test |  | 1A |  |
|  |  | miR-27a-5p | 2.56-fold | 0.441 |  | 0.001 |  | unloaded vs 7MPa |  |  | 1B |  |
|  |  |  | 2.40-fold | 0.358 |  | <0.001 |  | 2.5MPa vs 7MPa |  |  |  |  |
|  |  | miR-221 | 3.85-fold | 1.856 |  | <0.001 |  | unloaded vs 7MPa |  |  | 1C |  |
|  |  |  | 2.55-fold | 0.657 |  | 0.011 |  | 2.5MPa vs 7MPa |  |  |  |  |
|  |  | miR-222 | 3.78-fold | 2.002 |  | <0.001 |  | unloaded vs 7MPa |  |  | 1D |  |
|  |  |  | 2.83-fold | 0.452 |  | 0.002 |  | 2.5MPa vs 7MPa |  |  |  |  |
|  |  | miR-483 | 2.00-fold | 0.121 |  | 0.047 |  | Unloaded vs 7MPa |  |  | 1F |  |
| 2. Validation of identified mechanically regulated miRNAs *in vivo* | The most differentially regulated miRNAs were verified in an *in vivo* model of abnormal joint loading | ACL rupture joint vs contralateral control joint at day 3 and day 21 post-rupture | - | - | n = 9 animals | - | - | ACL rupture vs non-rupture joints | - | - | 2A | Observation. Representative histological images, not quantified |
|  |  | miR-221 | 2.20-fold | 0.438 |  | <0.001 | arbitrary expression (normalised to housekeeping genes) | Naïve vs Day 7 | One-way analysis of variance (ANOVA) and Fisher’s *post-hoc* test |  | 2B |  |
|  |  |  | 2.05-fold | 0.260 |  | 0.003 |  | Day 1 vs Day 7 |  |  |  |  |
|  |  | miR-222 | 1.897-fold | 0.385 |  | 0.030 |  | Day 1 vs Day 7 |  |  | 2C |  |
|  |  | miR-21-5p | 4.75-fold | 3.600 |  | 0.002 |  | Naïve vs Day 7 |  |  | 2D |  |
|  |  |  | 7.99-fold | 0.2951 |  | 0.001 |  | Day 1 vs Day 7 |  |  |  |  |
|  |  | miR-27-5p | 4.21-fold | 2.283 |  | 0.003 |  | Naïve vs Day 7 |  |  | 2E |  |
|  |  |  | 3.19-fold | 0.498 |  | 0.013 |  | Day 1 vs Day 7 |  |  |  |  |
| 3. Verification of TIMP3 or CPEB3 as a target gene | TIMP3 was verified as a target gene of the identified miRs | TIMP3 mRNA | 1.889-fold | 0.042 | n = 3, N = 3 independent repeats | 0.006 | arbitrary expression (normalised to housekeeping genes) | miR-221 mimic | One-way analysis of variance (ANOVA) and Fisher’s *post-hoc* test |  | 3A |  |
|  |  |  | 1.541-fold | 0.008 |  | 0.003 |  | miR-221 inhibitor |  |  | 3B |  |
|  |  |  | 2.036-fold | 0.194 |  | 0.006 |  | miR-222 mimic |  |  | 3C |  |
|  |  |  | 1.300-fold | 0.142 |  | 0.025 |  | miR-222 inhibitor |  |  | 3D |  |
|  |  |  | 2.070-fold | 0.099 |  | 0.006 |  | miR-21 mimic |  |  | 3E |  |
|  |  |  | 1.513-fold | 0.139 |  | 0.010 |  | miR-21 inhibitor |  |  | 3F |  |
|  |  | CPEB3 mRNA | 1.520-fold | 0.059 |  | 0.015 |  | miR-21 mimic |  |  | 3G | |
| 4. Further verification of target genes | TIMP3 and CPEB3 were verified as targets of miR-21, and CPEB3 a target of miR-222 | TIMP3 | 1.28 | 0.347 | n = 3, N = 3 independent repeats | 0.030 | Luciferase activity | miR-222 mimic | One-way analysis of variance (ANOVA) and Fisher’s *post-hoc* test |  | 4A |  |
|  |  | CPEB3 | 0.728 | 0.263 |  | 0.010 |  | miR-222 mimic |  |  | 4B |  |
|  |  |  | 0.766 | 0.189 |  | 0.006 |  | miR-21 mimic |  |  |  |  |
|  |  | TIMP3 mRNA | 4.80-fold | 0.436 |  | <0.001 | arbitrary expression (normalised to housekeeping genes) | unloaded vs 7MPa |  |  | 4C |  |

How the deposited data were processed for this re-analysis (not part of the article)

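Small RNA from bovine articular cartilage explants was sequenced in 22 libraries, 1 per sample, from unloaded explants and explants loaded at 2.5 or 7 MPa (1 Hz, 15 min) and collected at 2, 6 or 24 h post-load. Load and time point were taken from the sample labels. The replicate number was taken from the sample titles, where the loads of a time point share it, and the lane from the sample descriptions. The 9 groups hold 1 to 3 libraries. The 7 MPa group at 2 h holds 1, and was given fold changes without a test.

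The authors trimmed the reads, aligned them to the bovine sequences of miRBase, counted reads per miR and deposited for each library the signal of 793 miRs, which is the read count divided by a size factor. This unit was tested on the files. Within each library the values are multiples of a single step, and 100% of them became whole reads when divided by it. The steps matched the size factors of DESeq2's median-of-ratios method among the libraries of the same time point, with a largest relative difference of 6.2e-10. The alignment, its handling of reads that match several miRs, and the miRBase release cannot be repeated or checked from the files. There are 3 pairs of miRs whose reads differ by less than 10% in every library, let-7b with miR-3596, miR-199a-3p with miR-3604 and miR-26a with miR-26c, as they would if reads were counted on both. None of these is in Table 2.

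Recovered reads per library ranged from 2217691 to 11716850, with a median of 5800164.5. Medians were 2688294 for unloaded, 4690559 for 2.5 MPa and 3932446 for 7 MPa at 2 h. They were 7050701, 10026871.5 and 4960172 in the same order at 6 h, and 6852341, 8217500 and 5624714 at 24 h. A floor of 3 reads in the 7 MPa library at 2 h is a share of 7.63e-05%. The Wilson interval given for that library covers counting error only, since PCR reads without molecular identifiers are not independent molecules.

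The design was written before the data were examined and assumed unnormalized counts, with edgeR's quasi-likelihood test after TMM scaling. For the permutation tests it named TMM-scaled log2 values with a prior count of 2. Since the deposited values are normalized, the tests reported are from limma with a mean-variance trend on the log2 of the value plus a pseudocount of 1, and edgeR on the recovered reads became an alternative. All 22 libraries entered a single model with 9 groups and 13 residual degrees of freedom, or 7 with the replicate number as a block. The 345 miRs with a value of at least 10 in at least 2 libraries were tested. Adjustment was by Benjamini-Hochberg within each of the 7 comparisons and 3 interaction contrasts, and a miR with an adjusted p under 0.05 was called. This threshold is the one in the paper's methods. Its statistical summary adds a fold change over 1.5, which was tried as an alternative. The replicate block was reported beside the model without it because same-numbered libraries resembled each other more than others. Log2 fold changes on this scale are pulled towards 0 for miRs with few reads.

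Differences between 7 MPa and unloaded libraries over the 3 time points, and the ratio of miR-27a-5p to miR-27a-3p, were tested by exact two-sided permutation of the loads within time points. The relabellings ignored the replicate number and, at 2 h, the lane, although same-numbered libraries resembled each other. Correlations used 100000 permutations. Lists of miRs were compared with 10000 random lists matched on mean expression. Gene neighbours were read from the RefSeq annotation by gene symbol, without coordinates since the files name no build.

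The miRs named were chosen by a rule written before the data were examined. It covers every miR the paper names in Table 2 or its text, the other arm and the cluster neighbours of the miRs taken to qPCR, and up to 3 further miRs per comparison that pass the threshold with the same direction in every replicate. Outside it, miR-1247-3p is named because a count of 2 includes it, the miRs of the 3 near-identical pairs because their reads were checked, and miR-148a as a relative of miR-148b. miR-144 comes from the list of red blood cell miRs.

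Alternatives set before the data were examined were DESeq2-type size factors in edgeR, total counts, DESeq2 with and without moderated fold changes, no filter, a mean value of at least 50, only the libraries of the time point, the replicate block, robust empirical Bayes, the fold threshold of 1.5, and each library left out in turn. For the permutation tests, they were total counts, another constant added before the log (0.5) and the omission of the 2 h time point. Alternatives added after the data were seen were edgeR with TMM, pseudocounts of 0.1 and 5, TMM scaling with limma, no mean-variance trend, DESeq2 with moderated fold changes on the libraries of the time point with and without the replicate block, TMM-scaled log2 values with a prior count of 2 for the permutation tests, and, for miR-451, correlations with the means of each load and time point subtracted and miR-486 as a covariate. Of these, edgeR with TMM and the TMM-scaled log2 values had been named in the design as the tests themselves, and entered here as alternatives. Adjustment over the miRs of Table 2 alone was not among those set before.

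The test was tried on simulated data with 345 miRs, of which 200 were changed, in 20 simulations with the group sizes of the study. limma called 93% of miRs changed 4-fold and 61.5% of those changed 2-fold, 2.52% of its calls were false, and the slope of estimated on simulated log2 fold changes was 0.975. Far fewer miRs were called in the real comparisons, and no replicate effect was simulated. With most miRs changed, the Benjamini-Hochberg cutoff is looser, so these shares do not give the power or the share of false calls in the study's data. Software was R 4.3.3, limma 3.58.1, edgeR 4.0.16, DESeq2 1.42.0, Python 3.11.15 and matplotlib 3.10.9. The qPCR, in vivo loading, transfection and luciferase experiments were not analysed here.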

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

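The tests of scaling, single libraries and lanes in this part were chosen only after the results were seen; the interaction contrasts themselves were not.

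The effect of the 7 MPa load on miR-222 differed between time points. Its log2 fold change over unloaded explants was larger at 24 h than at 6 h by 2.88 (SE 0.45, adjusted p = 0.00101 from limma; 2.62 and 3.77e-05 with the replicate block), and 15 of 15 alternatives called this difference, with adjusted p values from 1.56e-08 to 0.00579. miR-222 was higher at 7 MPa in 2 of 2 replicates at 24 h and in 2 of 2 at 6 h. Library scaling was tested with 4 other scalings, under which the difference stayed between 2.84 and 2.93 and the highest adjusted p was 0.00136. A single library was tested by leaving out each one whose group kept at least 2, and the highest adjusted p over these 6 fits was 0.00436. A sequencing lane effect could not be tested, since 0 of the 7 libraries of 6 h were on lane 1, which holds all 8 libraries of 24 h. Load was compared within a lane at each time point, so a lane would have to act on loaded and unloaded libraries differently. No replicate number is shared between time points, so replicates that respond differently to load could also give such a difference. The difference can be told apart from scaling and from a single library, but not from the lanes or the replicates. A later response to the non-physiological load is the biological explanation the design offers. It may hold only if neither the lanes nor the replicates differed in this way.

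The effect of the 2.5 MPa load on miR-27a-5p also differed between time points. Its log2 fold change over unloaded explants was smaller at 24 h than at 2 h, by -2.11 (SE 0.33, adjusted p = 0.00122 from limma; -2.12 and 0.00202 with the replicate block), and 15 of 15 alternatives called this difference, with adjusted p values from 2.67e-09 to 0.00330. miR-27a-5p was higher at 2.5 MPa in 3 of 3 replicates at 2 h and in 2 of 2 at 24 h. Under 4 other scalings the difference stayed between -2.24 and -2.18, with a highest adjusted p of 0.00171. Over the 9 fits that each left out a library and kept at least 2 per group, the highest adjusted p was 0.00578. With the 12 libraries of lane 1 alone, which hold both time points, it was -2.10 (SE 0.38, adjusted p = 0.0207 over 335 miRs). None of these technical explanations accounted for the difference. The time points hold different replicate numbers, so a response to load that differs between replicates cannot be told apart from an effect of time. A hypothesis from the design is that the response of miR-27a-5p to the physiological load may be early and transient. It was found and tested on the same libraries.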

How the results depend on the processing

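The alternatives named as added were chosen only after the data were seen, and the others were set before the data were examined. Among the added ones, edgeR with TMM had been named in the design as the test itself.

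The call of miR-27a-5p at 2 h (2.5 MPa against unloaded) and the calls of miR-222, miR-27a-5p, miR-221 and miR-543 at 24 h (7 MPa against unloaded) were made in 16 of 16 alternatives, with log2 fold changes from 2.50 to 2.82 for the first and, for the others, from 2.67 to 3.44, 1.36 to 1.85, 1.51 to 2.34 and 1.27 to 1.81. Between 7 and 2.5 MPa at 24 h, miR-222 was called in 16 of 16 (1.94 to 2.38), miR-27a-5p in 15 (0.99 to 1.25) and miR-221 in 12 (1.28 to 1.85).

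The cause was not tested for any change that follows. On only the libraries of the time point, the number of miRs called was 2 for 2.5 MPa against unloaded at 2 h and 1 for 7 against 2.5 MPa at 24 h. For 7 MPa against unloaded at 24 h it was 5 in this setting, with the replicate block and by DESeq2 with moderated fold changes. For 7 against 2.5 MPa at 24 h it was 2 with total counts and 2 without a filter. The replicate block gave 2 for 7 MPa against unloaded at 6 h, and 3 miRs whose 7 MPa effect differed between 24 h and 6 h. DESeq2 gave 2 for this difference, with and without moderated fold changes. Of the added alternatives, DESeq2 with moderated fold changes on the libraries of the time point gave 2 for 2.5 MPa against unloaded at 2 h, 7 for 7 MPa against unloaded at 24 h and 2 for the difference between 24 h and 6 h. With the block as well, it gave 2 at 2 h, 1 for each load against unloaded at 6 h, and 7 and 5 for 7 MPa against unloaded and against 2.5 MPa at 24 h. The model without the mean-variance trend gave 1 for 7 MPa against unloaded at 6 h and 2 for 7 against 2.5 MPa at 24 h.

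For the single 7 MPa library at 2 h, the median absolute log2 fold change over unloaded explants, 0.47, was 0.54 with total counts, 0.30 with moderated fold changes, 0.40 without a filter and 0.41 with a mean of at least 50. Of the added alternatives, a pseudocount of 5 gave 0.39 and the moderated fits on the libraries of the time point 0.28 and, with the block, 0.22. Against 2.5 MPa it was 0.47 with total counts, 0.26 with moderated fold changes, 0.37 without a filter, and, added, 0.35 with a pseudocount of 5 and 0.24 and 0.20 with the moderated fits on the libraries of the time point. Without the 2 h time point, the mean log2 difference in the miR-27a ratio between 7 and 2.5 MPa was 0.57 (exact permutation p = 0.0667).

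Some log2 fold changes of named miRs reversed, none of them a called difference. For miR-221 at 6 h (2.5 MPa against unloaded), the log2 fold change was 0.084 with total counts, 0.17 with the block and, added, 0.017 with edgeR and TMM, 0.042 with TMM scaling and 0.11 with the moderated fit and block. For miR-27b at 2 h (2.5 MPa against unloaded) it was 0.091 with total counts and, added, 0.032 with edgeR and TMM and 0.028 with TMM scaling. For miR-483 at 6 h (2.5 MPa against unloaded) it was -0.21 with the block and -0.088 with the added moderated fit and block. The change in the 7 MPa effect on miR-483 from 6 h to 24 h was -0.16 with edgeR and DESeq2-type size factors, -0.18 with DESeq2, -0.14 with moderated fold changes and, added, -0.19 with edgeR and TMM, -0.011 with TMM scaling and -0.17 with the moderated fit on the libraries of the time point. Between 7 and 2.5 MPa at 6 h, miR-27a-5p was at -0.086 with total counts and miR-451 at 0.02 with the added moderated fit and block. miR-425-3p at 24 h (7 MPa against unloaded) was at -0.0015 with the block. In comparisons with the single 7 MPa library of 2 h, which carry no test, 3 log2 fold changes had both signs over the 16 alternatives. These were miR-221 from -0.14 to 0.58 against unloaded and from -0.28 to 0.54 against 2.5 MPa, and miR-451 from -0.26 to 0.29 against 2.5 MPa.

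With single libraries left out, from 1 to 2 miRs showed a difference in the 7 MPa effect between 24 h and 6 h over the 6 fits that kept at least 2 libraries per group, and the median absolute log2 fold change of 7 over 2.5 MPa at 2 h ranged from 0.38 to 0.48. Of the log2 fold changes of named miRs, 17 reversed in a fit that kept at least 2 libraries per group, with the ranges given next, and 16 others crossed 0 only in fits with 1 library in a group, which carry no test. For 2.5 MPa against unloaded at 2 h, they ranged from -0.10 to 0.33 for miR-222, -0.28 to 0.30 for miR-221, -0.17 to 0.27 for miR-21-5p, -0.0078 to 0.051 for miR-27a-3p, -0.18 to 0.14 for miR-24 and -0.082 to 0.074 for miR-27b. At 6 h they ranged from -0.26 to 0.56 for miR-222, -0.25 to 0.21 for miR-221, -0.16 to 0.82 for miR-543 and -0.36 to 0.69 for miR-483 at 2.5 MPa, and from -0.39 to 0.12 for miR-221 at 7 MPa. At 24 h they ranged from -0.57 to 0.76 for miR-483 at 2.5 MPa, and, at 7 MPa against unloaded, from -0.30 to 0.31 for miR-24, -0.057 to 0.15 for miR-27b and -0.29 to 0.37 for miR-425-3p. For miR-425-3p between 7 and 2.5 MPa the range was -0.15 to 0.21, and for the change in the 7 MPa effect on miR-483 it was -0.72 to 0.77.

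Among the other results, the alternatives set before changed 11 to past the threshold and 6 to short of it and moved 17 without a test, with 1039 unchanged; the added ones did so for 13, 2 and 11, with 787 unchanged. With a library left out these numbers were 2, 4 and 74, with 486 unchanged. Total counts shifted the median log2 fold change of all miRs at 2 h by 0.10 for 2.5 MPa against unloaded, -0.22 for 7 MPa against unloaded and -0.30 for 7 against 2.5 MPa, and at 6 h by 0.10 for 2.5 MPa against unloaded and -0.11 for 7 against 2.5 MPa. Changes under total counts are to be read relative to these shifts. The fold threshold of 1.5 removed no called miR.

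Where the depth is low, it limits what can be seen. miR-451 rests on 20 to 139 reads per library at 24 h in 7 MPa and unloaded explants, miR-431 on 2 to 57 and miR-2318 on 1 to 22, so their fold changes depend on the pseudocount and the moderation.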

Differences from the paper's values

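The alternatives with DESeq2's moderated fold changes on the libraries of the time point, the pseudocount of 5, TMM scaling and the model without the mean-variance trend were chosen only after the results were seen. So was the use of edgeR with TMM as an alternative, although the design had first named it as the test.

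Of the 40 fold changes of Table 2, all had the same direction here and 28 did not differ by more than the replicate spread. The other 12 are given as the paper's value followed by the value here.

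At 2 h, the paper's fold change of miR-27a-5p between 2.5 MPa and unloaded explants was 4.420 against 6.55 here, and between 7 MPa and unloaded explants it was 7.092 against 13.4. For miR-148b at 7 MPa over unloaded, the paper's value was 1.644 against 3.92. None of the alternatives, whether set before the data were examined or chosen after seeing the values, closed these 3 gaps. The next 4 values are also for 7 MPa over unloaded at 2 h. miR-2898 was 0.408 in the paper and 0.292 here. Of the alternatives set before the data were examined, DESeq2 with moderated fold changes closed the gap at 0.341 and the others did not; on the libraries of the time point, chosen after seeing the values, it gave 0.331, and 0.322 with the replicate block. miR-2478 was 0.566 in the paper and 0.359 here. DESeq2 with moderated fold changes (0.472) and the replicate block (0.462) closed the gap and the other alternatives set before the data were examined did not; the settings on the libraries of the time point, chosen after seeing the values, gave 0.448 and 0.499. miR-98 was 1.698 in the paper and 2.79 here. DESeq2 with moderated fold changes closed the gap at 2.08 and the other alternatives set before the data were examined did not; with the replicate block on the libraries of the time point, chosen after seeing the values, it gave 2.04. miR-23b-3p was 1.539 in the paper and 1.91 here. Total counts closed the gap at 1.64 and the other alternatives set before the data were examined did not; DESeq2 with moderated fold changes and the block on the libraries of the time point, chosen after seeing the values, gave 1.71.

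At 6 h, the paper's fold change of miR-677 at 7 MPa over unloaded was 2.149 against 3.41 here. The gap was closed by DESeq2 with moderated fold changes (2.244), without 7 MPa replicate 5 (2.58) and without unloaded replicate 6 (2.40), but by no other alternative set before the data were examined. Chosen after seeing the values, a pseudocount of 5 gave 3.08, and the moderated fits on the libraries of the time point gave 1.76 and, with the block, 1.90.

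At 24 h, for 7 MPa over unloaded, the paper's fold change of miR-222 was 7.409 against 10.5 here. The gap was closed by DESeq2 with moderated fold changes (7.86), the replicate block (9.37), and without 7 MPa replicate 1 (9.14) or unloaded replicate 2 (9.13), but by no other alternative set before the data were examined; the moderated fits on the libraries of the time point, chosen after seeing the values, gave 6.36 and, with the block, 6.75. For miR-221 the paper's value was 3.393 against 4.88. The gap was closed by DESeq2 with moderated fold changes (3.70), the replicate block (4.217), and without 7 MPa replicate 1 (3.63) or unloaded replicate 7 (3.45), but by no other alternative set before the data were examined; the moderated fits on the libraries of the time point, chosen after seeing the values, gave 2.84 and, with the block, 3.02. For miR-2318, with 1 and 12 reads in the unloaded libraries, the paper's value was 1.8518 against 3.38. The gap was closed by edgeR with DESeq2-type size factors (2.46), DESeq2 (2.58), DESeq2 with moderated fold changes (1.80), and without unloaded replicate 2 (1.40) or 7 MPa replicate 7 (2.87), but by no other alternative set before the data were examined. The test first named in the design, edgeR with TMM, gave 2.50. Chosen after seeing the values, a pseudocount of 5 gave 2.15, and the moderated fits on the libraries of the time point gave 1.36 and, with the block, 1.29. For miR-431, with 2 and 6 reads in the unloaded libraries, the paper's value was 1.817 against 4.74. The gap was closed by DESeq2 with moderated fold changes (2.33) and without unloaded replicate 2 (3.31), but by no other alternative set before the data were examined. Chosen after seeing the values, a pseudocount of 5 gave 3.00 and the moderated fits on the libraries of the time point gave 1.83 and, with the block, 1.57.

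The numbers of miRs called also differed. At 2 h, for 2.5 MPa against unloaded, Table 2 of the paper lists 2 and limma called 1 here; the fit on only the libraries of the time point called 2 and no other alternative set before the data were examined did, while the moderated DESeq2 fits on the libraries of the time point, chosen after seeing the values, also called 2. At 6 h, the paper lists 1 miR for 2.5 MPa against unloaded, 2 for 7 MPa against unloaded and 3 for 7 against 2.5 MPa, 5 different miRs in all, and limma called 0 in each, where 8, 11 and 8 had an unadjusted p under 0.05. The replicate block called 2 for 7 MPa against unloaded, 1 of which, miR-1247-3p, is not in Table 2, and the moderated DESeq2 fit with the block on the libraries of the time point, chosen after seeing the values, called 1 for 2.5 MPa against unloaded. None of the other alternatives set before the data were examined closed these gaps. At 24 h, the paper lists 1 miR for 2.5 MPa against unloaded, 16 for 7 MPa against unloaded and 7 for 7 against 2.5 MPa, 17 different miRs in all, where limma called 0, 4 and 3, and 4 in all, and 9, 24 and 15 had an unadjusted p under 0.05. None of the alternatives set before the data were examined closed these gaps, and for 7 against 2.5 MPa the moderated DESeq2 fit with the block, chosen after seeing the values, called 5.

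Some entries of Table 2 that limma did not call were called by a single setting or a few. miR-2898 at 2 h (2.5 MPa against unloaded) was called on only the libraries of the time point and by both moderated DESeq2 fits on these libraries. miR-677 at 6 h (7 MPa against unloaded) and miR-21-5p at 24 h (7 MPa against unloaded) were called with the replicate block and by the moderated DESeq2 fit with the block. miR-451 at 24 h was called by all 3 moderated DESeq2 fits, miR-431 on only the libraries of the time point and by the moderated DESeq2 fit without the block on these, and miR-495 by both moderated DESeq2 fits on them. The moderated fit with the block alone called miR-486 at 6 h and, between 7 and 2.5 MPa at 24 h, miR-543 and miR-21-5p. The fits on the libraries of the time point with moderated fold changes were chosen after seeing the values. With adjustment over all tested miRs, no setting called miR-222 at 6 h (7 MPa against unloaded) or at 24 h (2.5 MPa against unloaded), miR-677, miR-2889 or miR-1249 between 7 and 2.5 MPa at 6 h, or, at 24 h, miR-425-5p, miR-20a, miR-7, miR-760-3p, miR-2318, miR-2344, miR-155, miR-100 or miR-483. Adjusted only over the miRs that Table 2 lists for the time point, which were chosen from these data, limma called 2 of the listed miRs for 2.5 MPa against unloaded at 2 h, 1 (miR-677) for 7 MPa against unloaded at 6 h and 0 in the other 2 comparisons there, and at 24 h 1 (miR-222) for 2.5 MPa against unloaded, 11 for 7 MPa against unloaded and 6 for 7 against 2.5 MPa, among them miR-760-3p, miR-2318 and miR-7 against unloaded and miR-425-5p against 2.5 MPa.

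The paper places miR-483 among the miRs most significantly lowered at 24 h. Here it held rank 18 by unadjusted p in the comparison of 7 with 2.5 MPa, where it was number 8 among the lower miRs (log2 fold change -0.87, adjusted p = 0.960 from limma), and rank 52 in the comparison of 7 MPa with unloaded explants.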

Other observations

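The tests of the miR-27a arms, the red blood cell miRs, the gene cluster, replicate 8 and the other groupings were all written down before their results were seen; the comparison of replicate 8 with other same-numbered libraries, the 2 tests of miR-451 that take load or miR-486 into account, and the naming of miR-1247-3p came after.

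The 2 arms of the miR-27a hairpin changed unequally with load. A library-wide scaling cannot move their ratio, and the log2 ratio of miR-27a-5p to miR-27a-3p was higher at 7 MPa than in unloaded libraries by a mean of 2.01 over the time points (exact two-sided permutation within time points, p = 0.0025, the smallest that 400 relabellings can give, adjusted p = 0.00375 over 3 comparisons). At 2.5 MPa it was higher than in unloaded libraries by 1.36 (exact permutation p = 0.001, adjusted p = 0.003) and at 7 MPa higher than at 2.5 MPa by 0.65 (exact permutation p = 0.00833, adjusted p = 0.00833). This last mean comes from 0.80 at 2 h, with 1 library at 7 MPa, and 1.15 at 24 h, while at 6 h the loads differed by -0.011. miR-27a-5p made up 13.5% of both arms in the 7 MPa library of 2 h. A higher output of the whole transcript was tested through its other products. At 2 h under 2.5 MPa, the median log2 fold change of miR-27a-3p, miR-23a and miR-24-3p was 0.098, at percentile 94.17 of the random lists, while that of miR-27a-5p was 2.71. The test has little power, since miR-27a-3p had 14333 normalized reads in unloaded explants at 2 h and miR-27a-5p 198, so that equal numbers of new copies would raise miR-27a-5p by a large factor and miR-27a-3p by a small one and would also change their ratio. Higher output of the transcript therefore remains possible, as does a change after transcription, such as in the choice or stability of the arms, and the data here do not separate them.

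Over the 3 time points, the mean log2 difference between 7 MPa and unloaded libraries was past the threshold for 3 of the 7 miRs taken to qPCR, by exact two-sided permutation adjusted over 8 tests. These were miR-27a-5p (2.14, adjusted p = 0.01), miR-451 (-1.06, exact p = 0.01, adjusted p = 0.0267) and miR-483 (-0.95, adjusted p = 0.035). With total counts, the adjusted p of miR-483 was 0.06. With TMM-scaled log2 values, which the design written before the data were examined had named for this test, it was 0.05. This is not under the threshold. The test was not passed by miR-222 (1.11, adjusted p = 0.124), miR-221 (0.75, adjusted p = 0.126), miR-21-5p (0.49, adjusted p = 0.126) or miR-543 (0.47, adjusted p = 0.247), whose differences have opposite signs at 2 h and 24 h or, for miR-221, at 6 h and 24 h. Without the 2 h time point, whose 7 MPa group has 1 library, miR-222 (1.95, adjusted p = 0.032), miR-21-5p (0.88, adjusted p = 0.02) and miR-543 (adjusted p = 0.04) passed the same exact test and miR-221 (1.08, adjusted p = 0.11) and miR-483 (-0.79, adjusted p = 0.11) did not; with 100 relabellings the smallest p is 0.01.

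miR-451 was lower at 7 MPa than in unloaded explants at 24 h, without passing the threshold. miR-486, also abundant in red blood cells, correlated with miR-451 across the 22 libraries after subtraction of the time point means (r = 0.698, permutation p = 2.20e-04, adjusted p = 2.80e-04 over 3 relations), as did miR-144, which shares a transcript with miR-451 (r = 0.681, permutation p = 2.80e-04, adjusted p = 2.80e-04). Without subtraction r was 0.752 for miR-486. Within lane 2, miR-144 gave r = 0.391 (permutation p = 0.0694). The libraries had from 0 to 12.54 normalized reads of miR-144, so its correlations rest on values near the floor. An effect of load on these miRs would itself give such correlations. With the means of each load and time point subtracted, r over 21 libraries was 0.477 for miR-486 (permutation p = 0.041, adjusted p = 0.0489; Spearman's rho 0.451, adjusted p = 0.08) and 0.683 for miR-144 (permutation p = 0.0156, adjusted p = 0.0469). With miR-486 as a covariate, the log2 fold change of miR-451 between 7 MPa and unloaded explants at 24 h went from -1.47 to -0.90 (SE 0.50, adjusted p = 0.601 from limma), a step that would also remove part of an effect of load on both miRs. Differing amounts of red blood cell RNA between explants may thus contribute to the level of miR-451; whether they account for its difference between loads is not settled by these tests.

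miR-543, miR-495 and miR-431 lie in a cluster of 58 miR genes on chromosome 21, from MIR493 to MIR656. The other 38 members tested had a median log2 fold change of 0.17 between 7 MPa and unloaded explants at 24 h, at percentile 100 of the random lists, whose 95th percentile was 0.023, and 30 of the 38 were higher. A library scaling shifts the cluster and the random lists alike. Between 2.5 MPa and unloaded explants at 24 h their median was 0.10, at percentile 99.87, and 29 of the 38 were higher, and between 7 and 2.5 MPa it was 0.075, at percentile 97.85, and 23 were higher. Between 7 MPa and unloaded explants at 6 h it was -0.025, at percentile 48.23. The cluster as a whole may thus have been slightly higher in loaded explants at 24 h, at both loads, against the same 2 unloaded libraries. Members of a cluster are not independent, and the shift is far smaller than the log2 fold changes of miR-543 and miR-495, 1.76 and 1.04, and the 4.74-fold change of miR-431.

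The single 7 MPa library at 2 h differed from the mean of the unloaded libraries by a median absolute log2 difference of 0.47, with 52 miRs over 2-fold. Single unloaded and 2.5 MPa libraries of 2 h differed from the other 2 libraries of their load by 0.23 to 0.35, with 15 to 48 miRs over 2-fold. Replicate 8 as such was tested through the deviations of its unloaded and 2.5 MPa libraries, which correlated with those of the 7 MPa library at r = 0.213 across miRs, under the 0.5 set in advance. Libraries of 2 h with the same replicate number correlated at 0.17 to 0.317, so 0.5 could hardly have been reached and this test cannot decide. The 7 MPa library also differed from the unloaded library of replicate 8, by a median of 0.52 with 62 miRs over 2-fold. The 2.5 MPa libraries differed from the unloaded libraries of their own replicates by 0.18 to 0.39, with 27 to 47 miRs over 2-fold. A property shared by replicate 8 would not part its own libraries, so these values argue against it as the source of this difference. They rest on a single 7 MPa library. miRs are not independent replicates. With 1 library, the effect of the load cannot be told apart from the properties of that library.

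Other groupings of the same libraries were tried for the comparisons with 3 libraries on each side. Of the 4 splits that part all 3 replicate pairs, 1, the real one, gave as many called miRs for 2.5 MPa against unloaded at 2 h, and likewise 1 of 4 for 7 against 2.5 MPa at 24 h. With 4 splits the share cannot fall under 0.05. The other 6 splits part 1 pair each and so set replicates against each other. At 2 h, 1 of them, the replicate 3 libraries and the unloaded library of replicate 4 against the rest, also gave 1 miR. It does not follow the lanes, since replicates 3 and 4 share lane 1. An unadjusted p under 0.05 was reached by 12 to 50 miRs in these 6, more than the 11 of the real split. At 24 h none of the 6 called a miR, and 8 to 22 miRs had an unadjusted p under 0.05, against 15 in the real split.

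miR-1247-3p, which the paper does not name, was called between 7 MPa and unloaded explants at 6 h with the replicate block (adjusted p = 0.0248) and without the mean-variance trend. limma with the trend and without the block gave an adjusted p of 0.215. The unloaded libraries had at most 2 reads, so the level at 7 MPa was at least 3.33-fold higher, taken against a floor of 3 reads. No biological explanation was tested.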
